# A *Drosophila* model to study retinitis pigmentosa pathology associated with mutations in the core splicing factor Prp8

**DOI:** 10.1242/dmm.043174

**Published:** 2020-06-26

**Authors:** Dimitrije Stanković, Ann-Katrin Claudius, Thomas Schertel, Tina Bresser, Mirka Uhlirova

**Keywords:** *Drosophila*, Prp8, Retinitis pigmentosa, Apoptosis, Eye development, Splicing factor

## Abstract

Retinitis pigmentosa (RP) represents genetically heterogeneous and clinically variable disease characterized by progressive degeneration of photoreceptors resulting in a gradual loss of vision. The autosomal dominant RP type 13 (RP13) has been linked to the malfunction of PRPF8, an essential component of the spliceosome. Over 20 different RP-associated *PRPF8* mutations have been identified in human patients. However, the cellular and molecular consequences of their expression *in vivo* in specific tissue contexts remain largely unknown. Here, we establish a *Drosophila melanogaster* model for RP13 by introducing the nine distinct RP mutations into the fly *PRPF8* ortholog *prp8* and express the mutant proteins in precise spatiotemporal patterns using the Gal4/UAS system. We show that all nine RP-Prp8 mutant proteins negatively impact developmental timing, albeit to a different extent, when expressed in the endocrine cells producing the primary insect moulting hormone. In the developing eye primordium, uncommitted epithelial precursors rather than differentiated photoreceptors appeared sensitive to Prp8 malfunction. Expression of the two most pathogenic variants, Prp8^S>F^ and Prp8^H>R^, induced apoptosis causing alterations to the adult eye morphology. The affected tissue mounted stress and cytoprotective responses, while genetic programs underlying neuronal function were attenuated. Importantly, the penetrance and expressivity increased under *prp8* heterozygosity. In contrast, blocking apoptosis alleviated cell loss but not the redox imbalance. Remarkably, the pathogenicity of the RP-Prp8 mutations in *Drosophila* correlates with the severity of clinical phenotypes in patients carrying the equivalent mutations, highlighting the suitability of the *Drosophila* model for in-depth functional studies of the mechanisms underlying RP13 etiology.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** A *Drosophila melanogaster* disease model of retinitis pigmentosa type 13 to study the mechanisms underlying the loss of tissue homeostasis and degeneration caused by mutations in the core component of the spliceosome Prp8.

## INTRODUCTION

Retinitis pigmentosa (RP; OMIM 268000) represents a heterogeneous group of hereditary eye disorders characterized by a progressive degeneration of the light-sensing photoreceptor cells in the retina. Early RP symptoms include night blindness and gradual loss of peripheral vision due to the loss of rod photoreceptors which ensure achromatic, low-light vision. As the disease advances, the rod elimination is followed by the death of cones, ultimately resulting in complete blindness (Campochiaro and Mir, 2018; Hartong et al., 2006). The rate and extent of disease progression vary markedly among RP patients. Mutations in 30 different genes have been linked to the autosomal dominant form of RP (adRP) (RetNet: https://sph.uth.edu/retnet/home.htm). Intriguingly, nearly one-quarter of these genes encode core components of the spliceosome, a macromolecular RNA-protein complex that removes introns from nascent pre-mRNAs, generating mature transcripts. The spliceosome consists of five small nuclear ribonucleoprotein particles (snRNPs) – U1, U2, U4, U5 and U6, – and more than 100 associated proteins (Wahl et al., 2009; Will and Lührmann, 2011). Each of the five major snRNPs is built up from a single uridine-rich small nuclear RNA (U-snRNA) and a specific set of proteins. During the splicing reaction, the spliceosome assembles in a stepwise fashion on each intron. Initially, the U1 and U2 snRNPs recognize and bind the 5′ splice site (5′SS) and the branch point of the pre-mRNA, respectively. The subsequent recruitment of the pre-assembled U4/U6.U5 tri-snRNP triggers changes in conformation and composition of snRNAs and snRNPs converting the pre-spliceosome to a catalytically active complex that executes the splicing reaction (Matera and Wang, 2014; Will and Lührmann, 2011). Remarkably, all of the pre-mRNA splicing-associated genes mutated in adRP are components of the U4/U6.U5 tri-snRNP including *PRPF3*, *PRPF4*, *PRPF6*, *PRPF8*, *PRPF31*, retinitis pigmentosa 9 protein (*PAP-1*; also known as *RP9*) and the U5 small nuclear ribonucleoprotein 200 kDa DEAD-box RNA helicase (*SNRNP200* or *Brr2*) (Růžič ková and Staněk, 2017). How malfunctions in core splicing factors manifest in tissue-specific pathogenesis rather than a systemic disease remains puzzling.

Pre-mRNA processing factor 8 (PRPF8/Prp8) is the largest and the most conserved protein of the spliceosome involved in nearly all functions of the U5 snRNP. These include the splice site and branch region recognition, assembly and stabilization of the U4/U6.U5 tri-snRNP, exon alignment and activation of the catalytic core of the spliceosome. Prp8 does so through precisely controlled interactions with the U5 snRNA and several proteins of the splicing machinery including Brr2, and a GTPase EFTUD2 (Snu114) (Boon et al., 2006; Grainger and Beggs, 2005).

Twenty-two distinct *PRPF8* mutations have been identified so far in patients suffering from RP13. The majority of these mutations map to the terminal exon 43 encoding the Jab1/MPN domain (Escher et al., 2018; Růžič ková and Staněk, 2017; Van Cauwenbergh et al., 2017). Studies in yeast, cultured mammalian cells and biochemical approaches have yielded fundamental mechanistic insights into the properties of wild-type and mutant RP-Prp8 proteins. It has been demonstrated that some of the RP-Prp8 mutations alter interactions of the Jab1/MPN domain with Snu114 and Brr2, causing defects in snRNP assembly or premature spliceosome activation, ultimately resulting in reduced splicing efficiency or splicing defects (Malinová et al., 2017; Mayerle and Guthrie, 2016; Mozaffari-Jovin et al., 2013). However, not all RP-Prp8 mutations significantly perturbed the known Prp8 protein interactome, indicating that diverse mechanisms might underpin the pathogenicity of the different mutant variants. The cellular and molecular consequences of different RP-Prp8 mutations *in vivo* within a specific tissue context has not been systematically addressed.

The fruit fly *Drosophila melanogaster* has proven itself as the organism of choice for modelling and unravelling the underlying causes of complex human diseases as diverse as cancer or neurodegeneration (Bilen and Bonini, 2005; Gaspar et al., 2019; Gonzalez, 2013; Rudrapatna et al., 2012). Owing to the sophisticated genetic tools available, their fast generation time and the remarkable functional conservation of genes and signalling pathways, the fly model facilitates rapid screening and functional characterization of human disease-related genes in defined genetic, developmental and tissue contexts (Yamamoto et al., 2014). Importantly, genetic studies in *Drosophila* have helped to uncover function of several genes whose mutations cause dominant or recessive forms of RP, including *crumbs* (*crb*) (*RP12*), *rhodopsin* (*rh*/*RHO*) (*RP4*) and *eyes shut* (*eys*) (*RP25*) (Gaspar et al., 2019; Lehmann et al., 2019). The fly model is, therefore, perfectly suited for a rapid assessment of tissue-specific pathogenicity of RP mutations and mechanisms by which they affect cell and tissue homeostasis.

Here, we establish a *Drosophila melanogaster* model for RP13. We demonstrate that nine different RP-associated Prp8 mutant proteins delay the developmental transition when expressed in the endocrine organ specialized to produce the major insect moulting hormone. In the developing eye primordium, actively cycling cells rather than differentiated photoreceptors showed sensitivity to Prp8 malfunction. The overexpression of the two most toxic RP-Prp8 variants induced apoptosis and disturbances of the adult eye morphology. Whereas the affected tissue mounted the stress and cytoprotective response, the genetic programs underlying neuronal function were attenuated. Importantly, the expressivity and penetrance among the RP-Prp8 mutations differed and increased under *prp8* heterozygosity.

## RESULTS

### *Drosophila* toolbox to elucidate phenotypic consequences of RP-associated Prp8 mutations

The *Drosophila* Prp8 protein comprises 2396 amino acids and shares 88.99% and 59.50% identity with its human and yeast counterpart, respectively (Fig. 1). To mimic nine different human PRPF8 RP-associated mutations (S2118F, P2301T, F2314L, H2309P, H2309R, H2310G, H2310K, R2310S, Y2334N), we used site-directed mutagenesis to introduce the corresponding missense substitutions into the *Drosophila prp8* coding sequence (S2178F, P2361T, F2374L, H2369P, H2369R, H2370G, H2370K, R2370S, Y2395N) (Fig. 1). Each mutant has been assigned a unique name according to the mutated amino acid (e.g. S2178F is hereafter referred to as Prp8^S>F^), to simplify the description (Fig. 1). To study how distinct RP-Prp8 mutations affect different tissues *in vivo* and whether they share common pathomechanisms, we exploited the Gal4/UAS system (Brand and Perrimon, 1993), which allows targeted expression of the transgenes in spatially and temporally defined manner. To this end, wild-type and mutant *prp8* cDNAs were cloned into the *pUAST-attB* vector (Bischof et al., 2007) and integrated into the same *attP-9A* landing site (Venken et al., 2006) to ensure uniform inducible expression. We also generated the UAS-based transgenic constructs allowing expression of the wild-type and seven of the RP-Prp8 mutant variants with N-terminal Flag-tag, which were integrated into the *attP2* landing site (Groth et al., 2004). We selected three *Gal4* driver lines, namely *phantom (phm)-Gal4*, *eyeless* (*ey*)-*Gal4* and *Glass multiple reporter* (*GMR*)-*Gal4* to overexpress the Prp8 transgenes in specific cells during the fly development*.* While *phm-Gal4* expresses in the endoreplicating polyploid cells of the prothoracic gland (PG) (Fig. S1A) *ey-Gal4* and *GMR-Gal4* are active in the eye/antennal imaginal discs (EADs) which will give rise to the adult compound eyes, antennae and epithelia of the head capsule. *Ey-Gal4* becomes active during embryogenesis in all cycling cells of the eye/antennal primordium while showing a restricted eye-specific expression in the late third instar larva (Huang et al., 2017 and Fig. S1B). In contrast, *GMR-Gal4* is a late-acting driver which targets the expression to the EAD domain posterior of the morphogenetic furrow comprised predominantly of differentiating cells arrested in G1 or G2 phase of the cell cycle, and cells within the second mitotic wave, which undergo one round of cell division (Fig. S1C). The *Gal4* drivers were selected based on our previous study where we demonstrated differential response and sensitivity of the targeted cells to spliceosome deficiency (Claudius et al., 2014). Moreover, the targeted tissues are easily accessible to cell biology and molecular approaches and facilitate scoring of various phenotypic traits.

**Fig. 1.**
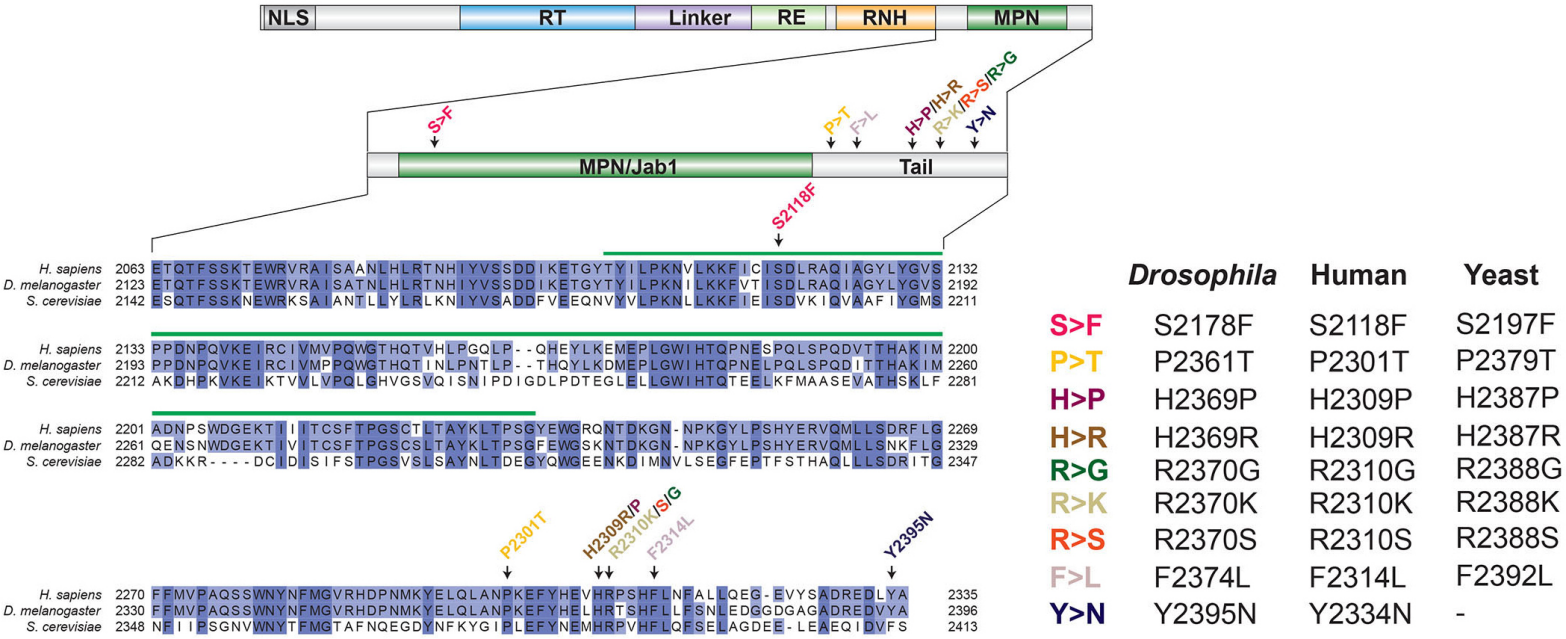
**The *Drosophila* model for an autosomal dominant retinitis pigmentosa type 13.** The scheme of the Prp8 protein and its domains. Alignment of the C-terminal part of the human (Q6P2Q9), *Drosophila* (A1Z8U0) and yeast (P33334) Prp8 orthologs indicating positions of the nine RP-associated mutations affecting the conserved amino acids (left). Individual RP mutations received a unique name according to the mutated amino acid (right).

Taken together, we generated nine different RP-Prp8 mutant variants, the expression of which can be easily controlled in a spatiotemporal manner. Such an approach enables rapid and parallel investigation of their impact *in vivo*, on the developing retina but also other tissues that fulfil highly specialized functions.

### Prp8 predominantly resides in the cytoplasm of *Drosophila* cells

To assess the levels and localization of transgenic proteins, we performed western blot analysis of lysates prepared from third instar EADs expressing the Prp8 transgenes under the control of the *GMR*-*Gal4* driver. Immunoblotting with anti-Flag and self-generated anti-*Drosophila* Prp8-specific antibodies (Fig. S2A) confirmed that the wild-type and RP-Prp8 proteins were stably expressed and inducible to the same level irrespective of the tag or the type of mutation (Fig. 2A–D). Interestingly, despite being expressed from the strong *GMR-Gal4* driver, the transgenic proteins did not dramatically surpass the endogenous Prp8 levels (Fig. 2C,D). Immunostaining of *Drosophila* S2 cells (Fig. 2E–P) and imaginal discs (Fig. 2Q,R, Fig. S2B) further revealed that the transgenic wild-type Prp8 (Prp8^wt^) as well as the RP-Prp8 mutant variants primarily localized to the cytoplasm where the endogenous *Drosophila* Prp8 or transgenic human Flag::PRPF8 proteins were also mostly confined. Thus, in contrast to the nuclear enrichment in mammalian cells (Malinová et al., 2017), wild-type Prp8 protein as well as RP-Prp8 mutant variants are mainly cytoplasmic in *Drosophila* cells. As the overexpression of the transgenic Prp8 variants did not markedly increase the overall protein abundance, we suggest that the experimental strategy is suitable to uncover phenotypic consequences of RP-Prp8 variants with limited possibility of artefacts caused by a strong overexpression.

**Fig. 2.**
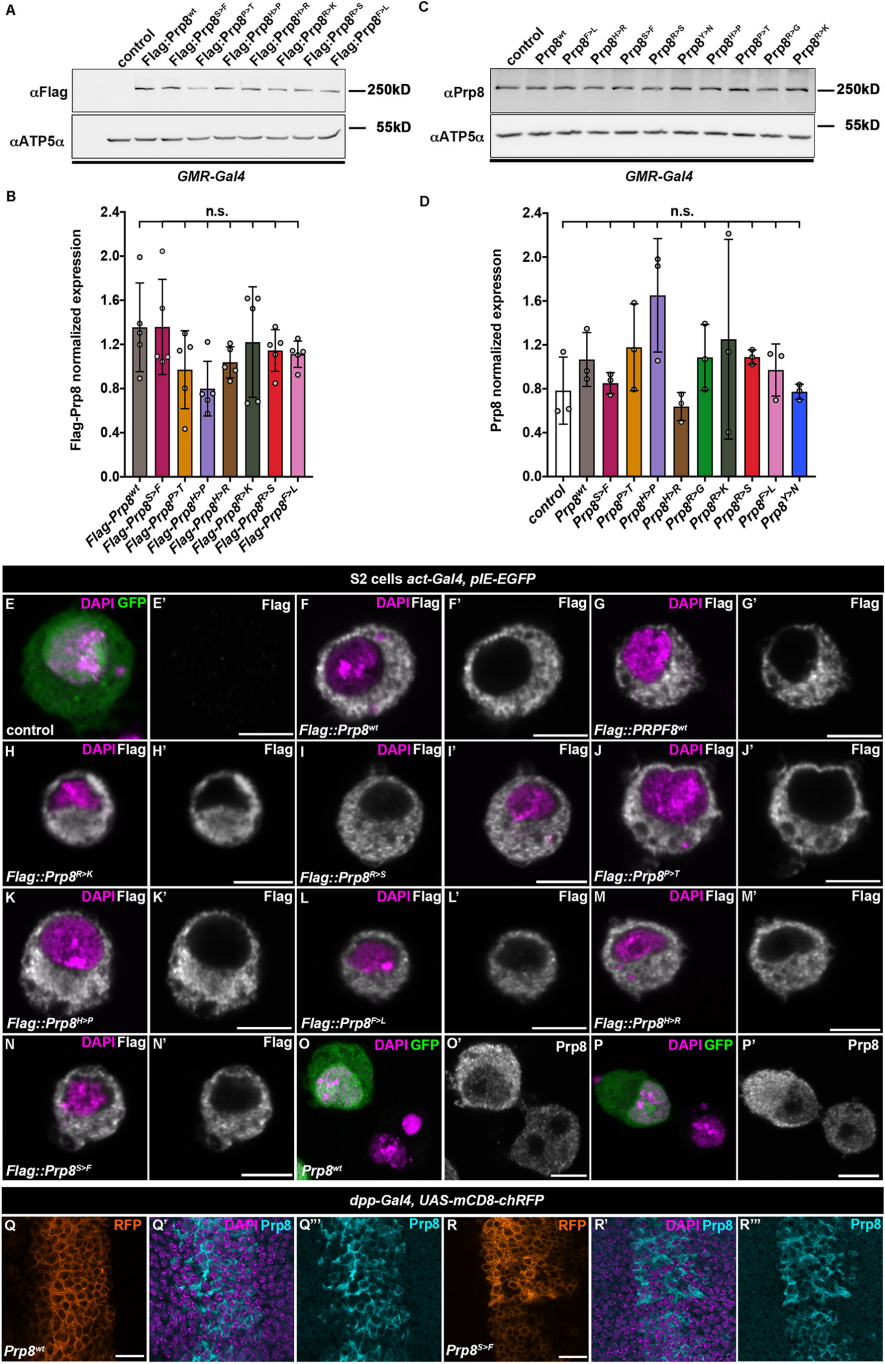
**Prp8 primarily localizes to the cytoplasm in *Drosophila* cells.** (A–D) Immunoblots showing comparable induction of Flag-tagged (A,B) and non-tagged (C,D) wild-type and RP-Prp8 variants in lysates prepared from the third instar larval EADs expressing the respective transgenes under the control of the *GMR-Gal4* driver. The transgenic Prp8 proteins do not markedly elevate the total Prp8 levels (C,D). ATP5α served as loading controls. Data represent means±s.d. of normalized Prp8 protein expression, *n*=5 (B), *n*=3 (D). Statistical significance was determined using ordinary one-way ANOVA with Tukey's multiple comparisons test, n.s., non-significant. (E–P) Transfected Flag-tagged human PRPF8^wt^ (G), *Drosophila* Prp8^wt^ (F) and RP-Prp8 mutant proteins (H–N) showing cytoplasmic localization in *Drosophila* S2 cells (GFP) similar to the non-tagged *Drosophila* Prp8^wt^ (O) or endogenous Prp8 (P) as determined by immunostaining with an anti-Flag (E–N) or Prp8-specific antibodies (O,P). Expression of UAS-based Prp8 transgenes was driven by actin promoter from co-transfected pAW-Gal4 plasmid while GFP-expressing pIE-GFP vector served to identify transfected cells. Nuclei were stained with DAPI. Scale bars: 5 µm. (Q–R) Overexpressed non-tagged Prp8^wt^ (Q) and Prp8^S>F^ (R) transgenic proteins using *dpp-Gal4* driver are enriched in cytoplasm of larval wing imaginal disc cells (Q‴, R‴). The *dpp* expression domain is marked by membrane-tethered RFP (Q,R); nuclei are stained with DAPI. Scale bars: 10 µm.

### RP-Prp8 mutations impact function of *Drosophila* prothoracic gland

The prothoracic gland of *Drosophila* larvae, like the human retina, represents a highly specialized organ with a great demand for tissue-specific protein synthesis. The PG produces the steroid hormone ecdysone, which orchestrates major developmental transitions, including moulting and metamorphosis. We have shown previously that the PG cells are highly sensitive to Prp8 downregulation (*phm>prp8^RNAi^*), which causes missplicing of genes encoding key steroidogenic enzymes (Claudius et al., 2014). The developmental delay or arrest as a consequence of ecdysone deficiency has emerged as a readily scorable phenotype to investigate spliceosome activity. Strikingly, the PG-specific overexpression of all RP-Prp8 mutant variants resulted in developmental delay compared to control and the expression of the Prp8^wt^ protein. The phenotype was the strongest for Prp8^H>R^ and Prp8^S>F^, which significantly hindered or completely blocked pupation and subsequent adult eclosion (Fig. 3A). The altered timing of developmental transitions strongly correlated with barely detectable levels of the key steroidogenic enzyme Spookier (Spok) in Prp8^H>R^ and Prp8^S>F^ glands (Fig. 3E,F) relative to Prp8^F>L^ and Prp8^wt^-expressing PG cells (Fig. 3C,D), which had a comparable signal to the control (Fig. 3B). Importantly, in Prp8^H>R^- and Prp8^S>F^-expressing PGs we observed faulty processing of *spok* pre-mRNA (Fig. 3G), which may explain the absence of Spok protein in these genotypes.

**Fig. 3.**
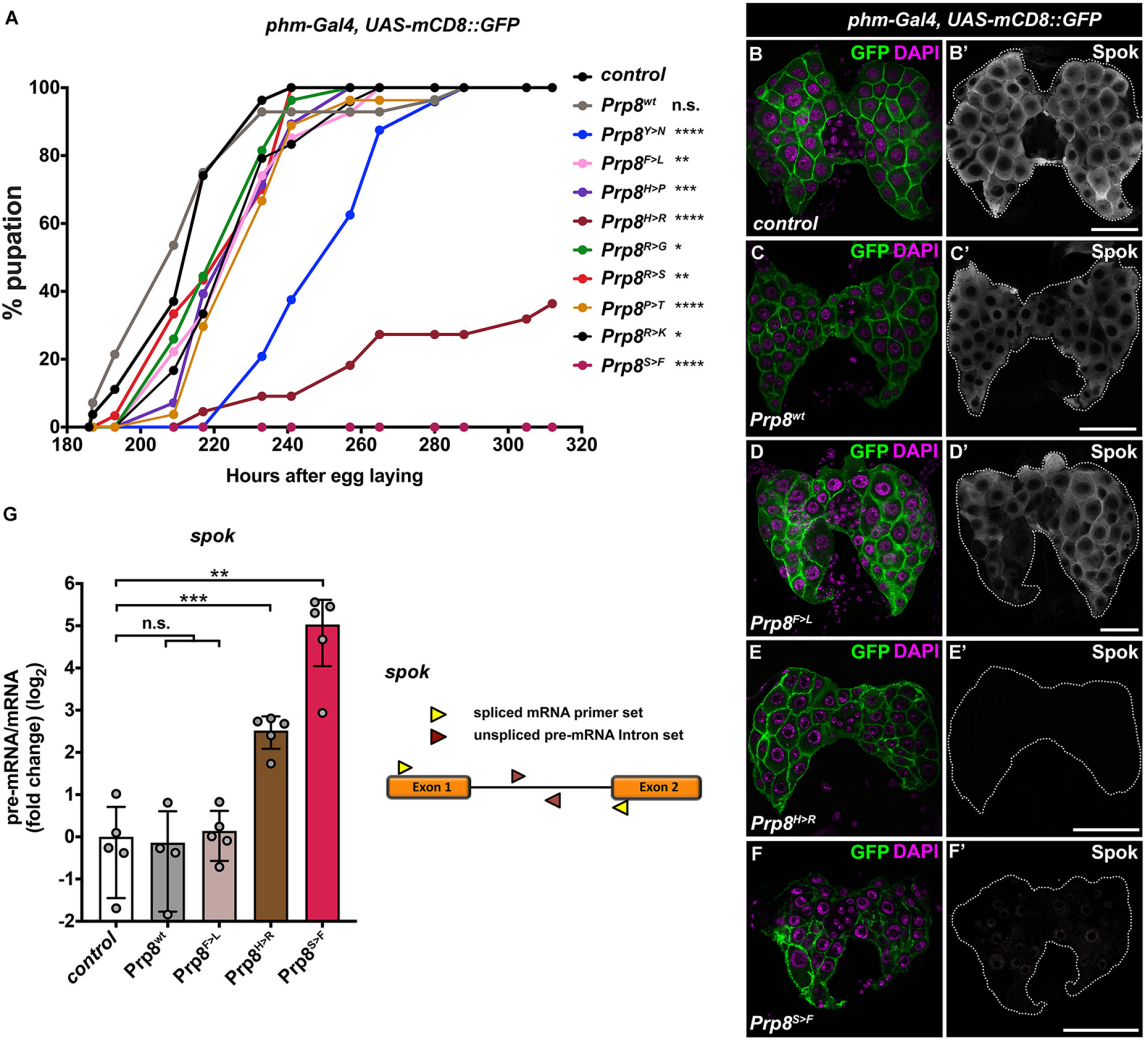
**Differential impact of RP-Prp8 mutations on the function of *Drosophila* prothoracic gland.** (A) All nine RP-Prp8 mutant variants, but not Prp8^wt^, delay pupation when overexpressed in the prothoracic gland (PG) using the *phm-Gal4* driver. Pupation rates are presented as the percentage of larvae (*n*≥22 per genotype) that form pupae over time. The pupae were counted at set intervals AEL. Pupation curves represent one of two independent experiments. Statistical significance was determined by Log-rank test. (B–F) Alteration of Spok protein levels in *Drosophila* PGs (7 days AEL) overexpressing non-tagged RP-Prp8 variants under the control of the *phm-Gal4* driver. Relative to control (B′), Prp8^wt^ (C′) and Prp8^F>L^ (D′), the Spok signal was barely detectable in PG glands expressing Prp8^H>R^ (E′) and Prp8^S>F^ (F′). Note the altered morphology of the PG and their nuclei following overexpression of Prp8^H>R^ (E) and Prp8^S>F^ (F). PG cells are highlighted with mCD8::GFP; DAPI stains the nuclei. Panels show projections of multiple confocal sections. Scale bars: 20 µm. (G) PG-specific expression of Prp8^H>R^ and Prp8^S>F^ causes accumulation of unspliced, intron-retaining *spok* transcript. The pre-mRNA:mRNA ratios shown as a log_2_ fold-change compared with the control were calculated from the normalized RT-qPCR data by dividing values obtained with intron primer set (red triangles) with values obtained using primers in adjacent exons (yellow triangles). Data are means±s.d., *n*=4–5. Statistical significance was determined using unpaired *t*-tests with Welch's correction assuming unequal variance. *P≤0.05, **P≤0.01, ***P<0.001, ****P<0.0001, n.s., non-significant in A and G. The exact number of animals per genotype (A) and biological replicates (G) per sample (*n*) and *P*-values are specified in Supplementary Dataset 2.

In conclusion, the targeted expression of the nine RP-Prp8 variants in PG cells uncovered their differential negative impact on PG function and, consequently, on animal development. The Prp8^H>R^ and Prp8^S>F^ variants emerged as the most toxic, causing the deterioration of the overall organ morphology and abnormal processing of the *spok* transcript, thus mimicking the effect of *prp8* deficiency (Claudius et al., 2014).

### Early expression of Prp8^H>R^ and Prp8^S>F^ RP mutant variants induces apoptosis and defects in adult eye morphogenesis

To determine whether and how the RP-Prp8 mutations affect the development and differentiation of the adult compound eye, we overexpressed the wild-type and mutant variants under the control of the *ey-Gal4* and *GMR-Gal4* drivers. Interestingly, expression of any single RP-Prp8 mutant protein or *prp8^RNAi^* using a late-acting *GMR-Gal4* was asymptomatic. The adult flies eclosed and their eyes were indistinguishable from the control and those expressing Prp8^wt^ (Fig. S3A–L)*.* In contrast, early expression of Prp8^H>R^ and Prp8^S>F^ using *ey-Gal4* resulted in rough and irregularly shaped adult compound eyes (Fig. 4D,E, Fig. S4C,I). The Prp8^H>R^ and Prp8^S>F^ phenotypes sharply contrasted with undisturbed morphology of control adult eyes and those overexpressing Prp8^wt^ and seven other RP-Prp8 mutant variants (Fig. 4A–F, Fig. S4A–K). Of note, the *ey-Gal4*-induced RNAi-mediated *prp8* knockdown is larval lethal.

**Fig. 4.**
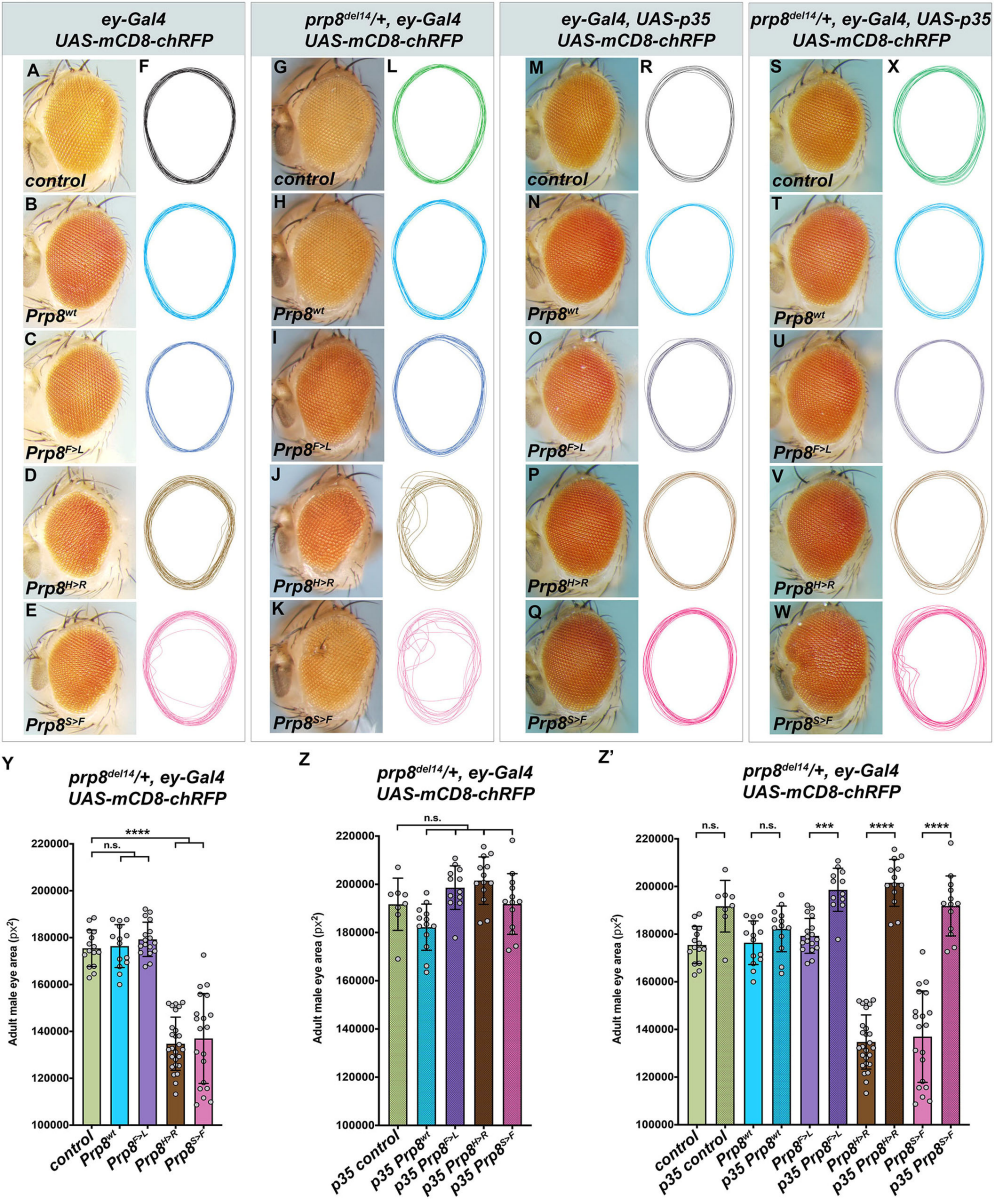
**Early induction of Prp8^S>F^ and Prp8^H>R^ expression causes adult eye defects.** (A–F) Expression of Prp8^H>R^ (D) and Prp8^S>F^ (E) in the EADs using the early acting *ey-Gal4* driver resulted in rough irregularly shaped adult eyes compared with control (A) and those expressing Prp8^wt^ (B) and Prp8^F>L^ RP variant (C). Outlines of adult eyes from the indicated genotypes highlight organ irregularities caused by *ey-*specific Prp8^H>R^ and Prp8^S>F^ expression (F). (G–L) The expressivity of the Prp8^H>R^- and Prp8^S>F^-induced phenotypes was markedly enhanced when overexpressed by the *ey-Gal4* driver in *prp8^del14^*/+ heterozygous flies carrying only one functional copy of endogenous *prp8* gene. (M–X) Blocking apoptosis by expressing the pan-caspase inhibitor p35 restored adult eye size and mitigated the morphological defects caused by *ey-*specific overexpression of Prp8^S>F^ and Prp8^H>R^ in wild-type (M-R) or *prp8^del14^*/+ heterozygous background (S–X). Outlines of adult eyes from the indicated genotypes are presented vertically aligned along their midline (F,L,R,X). (Y–Z′) *ey-*specific overexpression of Prp8^H>R^ and Prp8^S>F^ but not Prp8^wt^ or Prp8^F>L^ in *prp8^del14^*/+ heterozygous background lead to smaller adult eyes relative to control (Y). The ommatidia loss could be prevented and eye size normalized by co-expression of p35 (Z, Z′). Data represent means±s.d., *n*≥8. Statistical significance was determined using ordinary one-way ANOVA with Tukey's multiple comparisons test; ***P<0.001, ****P<0.0001, n.s., non-significant. The exact number of adult eyes per genotype (*n*) and *P*-values are specified in Supplementary Dataset 2.

To better reflect the heterozygous conditions of human RP patients, we overexpressed the Prp8^wt^, the asymptomatic Prp8^F>L^ and the two most pathogenic Prp8^H>R^ and Prp8^S>F^ variants in the heterozygous *prp8* mutant animals. To this end, we used the genome editing CRISPR/Cas9 technique to generate a *prp8^del14^* mutant allele that lacks the entire exon 14 encoding most of the C-terminal part of the protein (see Materials and Methods). Consistent with a vital role of Prp8 in pre-mRNA splicing, *prp8^del14^* homozygosity resulted in early embryonic and cell lethality (Fig. S5A,B,D) while heterozygous flies (*prp8^del14^/+*) were viable without any apparent developmental defects. Importantly, similar phenotypes have been reported for the *prp8^KG03188^* mutant allele harboring a P-element insertion within the 5′ UTR of the *prp8* gene (Fernandez-Espartero et al., 2018 and Fig. S5C,D). While *ey-Gal4*-driven expression of Prp8^wt^ and Prp8^F>L^ in *prp8^del14^* or *prp8^KG03188^* heterozygotes had no consequences (Fig. 4G–I,L, Fig. S5E–H,K), the expressivity of the phenotypic defects caused by Prp8^H>R^ and Prp8^S>F^ was higher (Fig. 4J–L, Fig. S5I–K) compared with the wild-type background (Fig. 4D–F). In addition to the aberrant shape and disarray of ommatidia (Fig. 4J,K, Fig. S5I,J), the adult eyes of *ey>Prp8^H>R^* and *ey>Prp8^S>F^* animals having only one wild-type *prp8* allele were also significantly smaller (Fig. 4Y, Fig. S5L). The reduced eye size indicated that the overexpression of the two pathogenic variants might induce cell death. Indeed, immunostaining with an antibody against the activated *Drosophila* Death caspase 1 (Dcp-1) revealed a marked enrichment of Dcp-1-positive cells within EADs overexpressing Prp8^H>R^ and Prp8^S>F^ (Fig. 5E,F) compared with the levels observed in Prp8^wt^, Prp8^F>L^ and control EADs (Fig. 5A–D). Importantly, co-expression of the baculovirus-derived pan-caspase inhibitor p35 but not the mock Flag tripeptide (Flag) was sufficient to alleviate the extent of cell death within *ey>Prp8^H>R^* and *ey>Prp8^S>F^ prp8^del14^/+* EADs (Fig. 5G–I, Fig. S6A-D) but also rescued the morphological abnormalities and size of the adult eyes (Fig. 4M–X,Z).

**Fig. 5.**
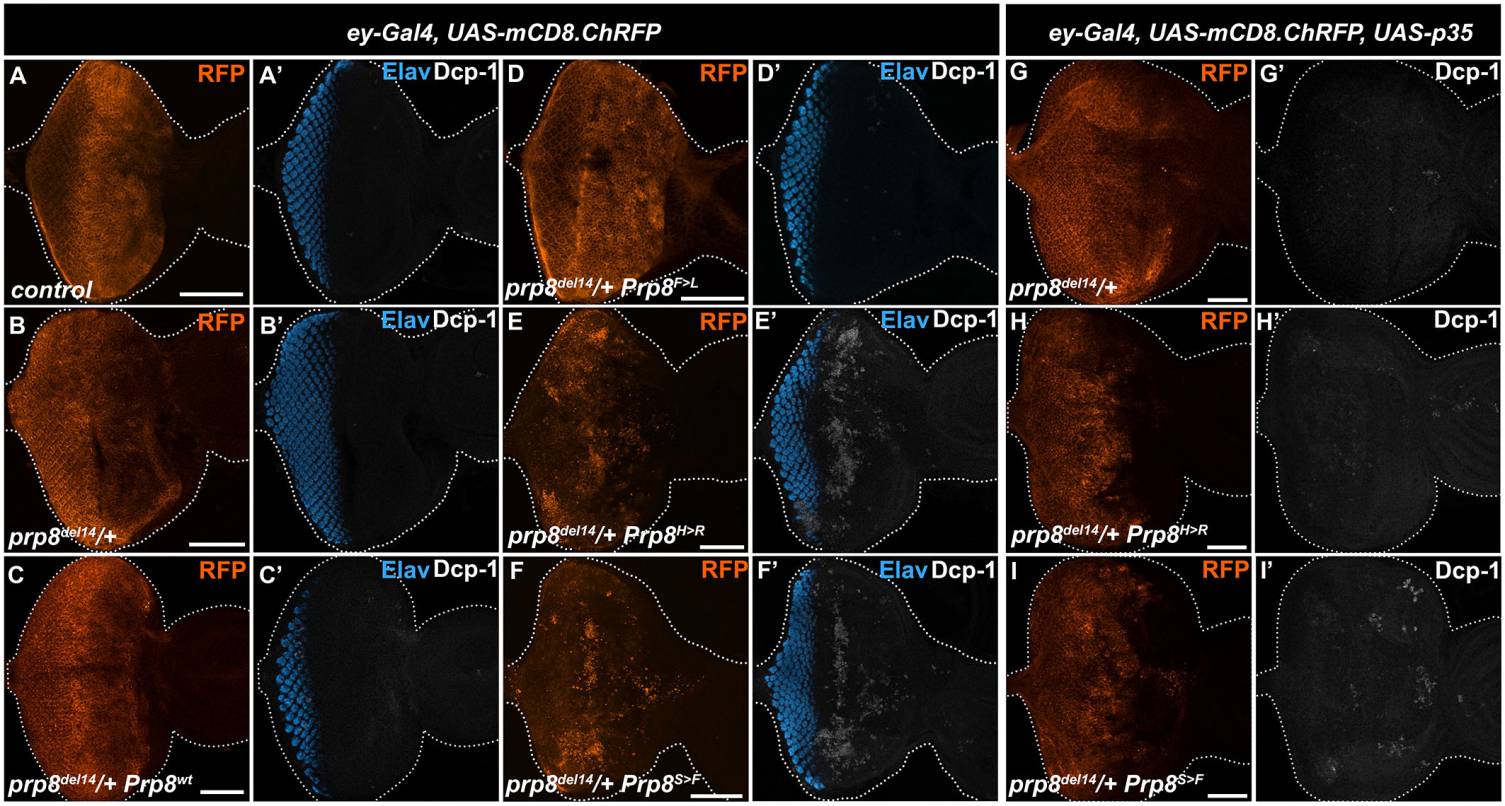
**Overexpression of Prp8^S>F^ and Prp8^H>R^ induces apoptosis in developing eye primordium.** (A–F) Compared with control (A) and *prp8^del14^*/+ heterozygous EADs (B), *ey*-specific overexpression of Prp8^H>R^ (E) and Prp8^S>F^ (F) but not Prp8^wt^ (C) and Prp8^F>L^ (D) induces apoptosis as shown by immunostaining against the *Drosophila* Death caspase 1 (Dcp-1). The majority of apoptotic cells localize anterior to the morphogenetic furrow outside of the differentiating ELAV-positive photoreceptor clusters. (G–I) Co-expression of p35 reduces the amount of Dcp-1 positive cells in Prp8^H>R^- and Prp8^S>F^-expressing *prp8^del14^*/+ heterozygous EADs (H,I) to levels observed in control (G). Representative micrographs are projections of multiple confocal sections showing EADs 7 days AEL. EAD outlines were generated based on DAPI signal. Scale bars: 50 µm.

These results strongly argue for the dominant pathogenic effect of the two RP-Prp8 mutations, Prp8^H>R^ and Prp8^S>F^, on the normal development of the adult *Drosophila* eye. Expression of both mutant proteins induced cell death. Importantly, the majority of apoptotic cells localized anterior to the morphogenetic furrow of the developing eye primordium, whereas differentiated photoreceptors appeared more resistant to the toxicity of RP-Prp8 mutations or *prp8* downregulation.

### Cytoprotective and stress responses are hallmarks of the gene expression signature induced by RP-Prp8 mutations

Given the differential phenotypic consequences of the RP-Prp8 mutations in the eye, we aimed to survey their impact on gene expression. To this end, we performed unbiased genome-wide transcriptome profiling of third instar larval EADs overexpressing Prp8^wt^, Prp8^F>L^, Prp8^H>R^ and Prp8^S>F^ proteins under the control of *ey-Gal4* in the wild-type background. 

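Eye-antennal discs were dissected from larvae 7 days after egg laying, with about 100 discs per replicate, and RNA from 4 genotypes was sequenced in 3 libraries each. The 12 libraries held between 45.7 and 57.9 M reads (M, mega), with a median of 50.35 M. Prp8wt libraries held 48.2 to 54.5 M reads (median 52.6), Prp8S>F libraries 47.5 to 55.5 M (median 51.1), Prp8H>R libraries 45.7 to 48.7 M (median 47.7) and Prp8F>L libraries 49.8 to 57.9 M (median 50.9). Uniquely mapped reads ranged from 36 to 45.5 M per library. Set against Prp8wt by a two-sided exact permutation test, the number of reads gave p = 0.9 for Prp8S>F, p = 0.2 for Prp8H>R and p = 0.8 for Prp8F>L, and 3 libraries against 3 cannot give a p below 0.1. Other measures reached that smallest p: stranded reads made up 97.9% to 98.5% of the reads of Prp8S>F libraries and 98.5% to 98.7% of those of Prp8H>R, compared with 98.8% in each Prp8wt library (exact permutation test, p = 0.1 for both). Uniquely mapped reads, at 36 to 37.5 M per Prp8H>R library and 38 to 43.9 M per Prp8wt library, also gave p = 0.1 by the exact permutation test, as did reads in coding sequence (30 to 30.8 M and 31.4 to 36.5 M). The mean insert size was 207 and 216.9 in 2 of the Prp8S>F libraries and 186.7 to 198.8 in the other libraries (Prp8S>F against Prp8wt, exact permutation test, p = 0.4).

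The submitters' processing notes name FastQC, TopHat2 2.0.10 and DESeq2, and the builds BDGP6 and dm6. The values used here are the authors' comparison tables, which give each mutant's fold change against Prp8wt and its p for genes with a p under 0.05. They hold 2437 genes for Prp8S>F, 1207 for Prp8H>R and 1634 for Prp8F>L. A gene missing from a table either did not reach that p or was not tested, and the values do not tell these apart. The tables hold no value per library, so no difference could be tested across libraries, and no spread between replicates can be given. A listed gene is one that a comparison table holds. Because the paper's text does not say whether the p is adjusted, it was also adjusted by the Benjamini-Hochberg method over the 18358 annotated genes other than transposable elements. In that step unlisted genes took a p of 1, and a p listed as 0 took 1e-06. Genes with a p from 0.025 to 0.05 numbered 520 in Prp8S>F, 354 in Prp8H>R and 476 in Prp8F>L. For an unadjusted p, these counts would correspond to 20800, 14160 and 19040 unchanged genes, compared with 18358 annotated genes. This goes with an unadjusted p but does not settle the question. If the deposited p is unadjusted, counts, overlaps and lists at a p under 0.05 may include many genes with no change. A list of genes was tested by its direction: a two-sided Fisher's exact test set its listed members, higher or lower, against the other genes of the same table. These p-values were adjusted over 46 tests of 24 lists that the study did not choose, and 21 were under 0.05. Genes within a list are not independent, and the test describes these libraries rather than new discs.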

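Prp8S>F changed more genes than Prp8H>R or Prp8F>L, and most deposited fold changes in the 3 mutants were small. At a p under 0.05 and an absolute fold change of at least 1.5, 67 genes were higher and 81 lower in Prp8S>F eye-antennal discs than in Prp8wt discs. The same thresholds held 7 higher and 2 lower genes in Prp8H>R, and 10 higher and 10 lower genes in Prp8F>L. All of these genes also passed the p adjusted over the annotation, whose largest value among them was 0.00307 in Prp8S>F, 1.72e-04 in Prp8H>R and 1.10e-04 in Prp8F>L. Without the fold threshold, 1086 genes passed that adjusted p in Prp8S>F (470 higher, 616 lower), 287 in Prp8H>R (107 higher, 180 lower) and 446 in Prp8F>L (149 higher, 297 lower). The median size of the fold change among listed genes was 1.19 in Prp8S>F and 1.13 in each of Prp8H>R and Prp8F>L. The paper's text does not say whether the fold changes were shrunken toward 1, which would make these sizes smaller.

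The transcript of Prp8 itself was 1.36-fold higher in Prp8S>F and 1.14-fold higher in Prp8H>R than in Prp8wt in the authors' deposited table, and it was not listed for Prp8F>L. Transgenic and endogenous Prp8 transcripts are not separated in this value, and 4 annotated genes overlap Prp8 (FBgn0033688) on its strand.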

The comparative RNA-seq analysis identified only a handful of genes that were differentially expressed (|fold change|≥1.5, *P*<0.05) (up/down) in response to Prp8^S>F^ (67/81 genes), Prp8^H>R^ (7/2 genes) and Prp8^F>L^ (10/10 genes) relative to EADs overexpressing Prp8^wt^ (Fig. 6A,B, Supplementary Dataset 1). 

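Arc1, GstE6, Ilp8 (dilp8), baz, CG13046, CG42750 and CR43144 rose past both thresholds in Prp8H>R and in Prp8S>F. CG42260 fell past both thresholds in all 3 mutants. Cyp4p2, the other gene past the thresholds in Prp8H>R, moved in opposite directions in these mutants. Thus 8 of the 9 Prp8H>R genes changed the same way in Prp8S>F, compared with 7 of the 20 Prp8F>L genes. A two-sided Fisher's exact test across genes gave p = 0.0142 for this difference, but it takes the genes as independent, and the sets have genes and Prp8wt libraries in common. Of those 7 genes, Oseg5 was higher, and 6, among them pros, ppk13 and CG42260, were lower. At a fold change of at least 2, Prp8S>F shared 1 (Arc1) of the 2 genes of Prp8H>R and 4 of the 6 genes of Prp8F>L, too few to rank the mutants.

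**Figure D1:**
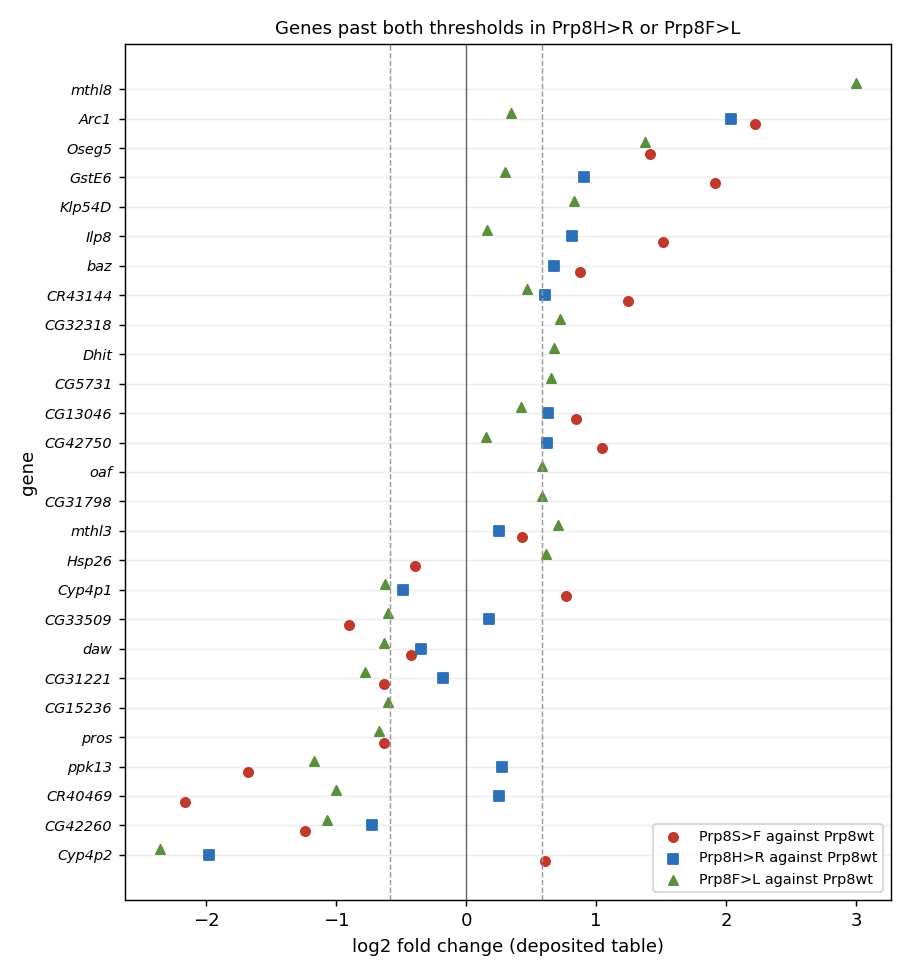
Log2 fold change against Prp8wt (x axis) of the 27 genes (y axis) past both thresholds in Prp8H>R or Prp8F>L. Each marker is a deposited value from 3 mutant and 3 Prp8wt libraries, a missing marker is a gene that the table does not list, and dashed lines mark a fold change of 1.5; Cyp4p2 lies below 0 in Prp8H>R and Prp8F>L and above 0 in Prp8S>F.

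In the authors' deposited table, Arc1 (FBgn0033926) was 4.67-fold higher in Prp8S>F, 4.11-fold in Prp8H>R and 1.27-fold in Prp8F>L. CG42260 (FBgn0259145) had fold changes of -2.36, -1.65 and -2.1 in Prp8S>F, Prp8H>R and Prp8F>L in the authors' deposited table. The genes that rose in Prp8H>R and Prp8S>F did not stand still in Prp8F>L: 6 of these 7 genes were listed there, all 6 higher and none past the fold threshold. This set was chosen by the study on these libraries, so it is not independent evidence.

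At a p under 0.05 and any fold change, 928 genes changed the same way in Prp8S>F and Prp8H>R and 7 in opposite directions. Prp8S>F and Prp8F>L shared 715 genes in direction, with 34 opposite, and Prp8H>R and Prp8F>L shared 492, with 14 opposite. The comparisons share the Prp8wt libraries. Simulated groups with no effect against a shared control gave 170 genes in the same direction and 0.0826 opposite, and independent tables of these sizes would share 33.9 higher and 46.5 lower genes between Prp8S>F and Prp8H>R. Part of the excess may therefore come from the shared controls. Across the 122 genes listed in both tables and past both thresholds in at least one, the log2 fold changes of Prp8S>F and Prp8H>R had a Pearson's r of 0.73 and a Spearman's rho of 0.72. The values were 0.62 and 0.57 for Prp8S>F and Prp8F>L (92 genes), and 0.80 and 0.66 for Prp8H>R and Prp8F>L (15 genes). These correlations are across genes, which are not independent replicates, and shared controls raise them.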

While several upregulated genes were shared between the transcriptional profiles of the two pathogenic variants Prp8^H>R^ and Prp8^S>F^, the changes inflicted by Prp8^F>L^ were more distant (Fig. 6B). A gene ontology (GO) clustering analysis of transcripts upregulated in the Prp8^S>F^ dataset highlighted over-representation of genes linked to ‘Glutathione metabolism’ including three members of the glutathione S-transferase (GST) family *GstE6*, *GstE7*, *GstE5* (Fig. 6A,C, Supplementary Dataset 1). 

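Genes of glutathione S-transferases and glutathione metabolism rose in Prp8S>F discs. Of 42 such genes with an identifier, 12 were higher and 3 lower at a p under 0.05 (direction test, adjusted p = 0.0417). Adjusted over the list alone, 9 were higher and 2 lower, the same counts as over the annotation. Of the list of cytochrome P450 and other detoxification genes, 10 were higher and none lower (adjusted p = 0.00303), and 8 of the 10 passed when adjusted over the list alone. The list did not pass in the other mutants, with 2 higher and 4 lower in Prp8H>R (adjusted p = 0.788; 1 higher and 4 lower when adjusted over the list alone) and 3 higher and 5 lower in Prp8F>L (adjusted p = 1; 1 higher and 4 lower when adjusted over the list alone). These 10 are 8 Cyp genes and the transporter genes Mdr50 and Mdr65. Cyp4p1 and Cyp4p2 are neighbours on chromosome arm 2R, so the 10 are not independent. These 2 genes and Cyp6a17 were lower in Prp8H>R and Prp8F>L. Mdr50 was only 1.05-fold higher, at a p listed as 0. Without genes at a p of 0 and a fold change under 1.1, the list still passed in Prp8S>F (9 higher, none lower, direction test, adjusted p = 0.00466). Without the genes of Fig. 6A, 9 genes of the glutathione list were higher and 3 lower, which did not pass the direction test (adjusted p = 0.154) with fewer genes entered.

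GstE6, GstE7 and GstE5 passed both thresholds. In the authors' deposited table, GstE6 (FBgn0063494) was 3.77-fold higher, GstE7 (FBgn0063493) 1.65-fold and GstE5 (FBgn0063495) 1.54-fold in Prp8S>F. The 3 genes lie side by side on chromosome arm 2R of BDGP6, from 18404605 to 18407688, and are paralogs, so reads that fit more than one of them make their separate values uncertain. A one-sided Fisher's exact test on the term counts of the authors (3 of 53 genes against 47 of 10996) gave p = 0.00148 for glutathione metabolic process. In the authors' deposited table the DAVID p of this term is 0.0207 and its Benjamini value 0.983, and none of the 4 terms of upregulated genes there has a Benjamini value under 0.05.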

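Genes of the response to tissue damage rose in both toxic variants. Of the list of JNK and tissue damage genes, 17 were higher and 5 lower in Prp8S>F (direction test, adjusted p = 0.0254), and 7 of the higher genes reached a fold change of 1.5. Genes of the JNK pathway itself went both ways there: egr, Traf4, msn and slpr were lower, of which only Traf4 passed the p adjusted over the annotation, and kay and puc were higher. These 6 genes were named after their values were seen. In Prp8H>R, 14 were higher and none lower (adjusted p = 5.16e-05), with 1 gene, Ilp8 (dilp8), past the fold threshold. In Prp8F>L, 6 were higher and 3 lower, which did not pass the test (adjusted p = 0.263). Adjusted over the list alone, 17 were higher and 4 lower in Prp8S>F, 10 higher and none lower in Prp8H>R, and 2 higher and none lower in Prp8F>L. Without the genes of Fig. 6A, the list no longer passed in Prp8S>F (10 higher, 5 lower, adjusted p = 0.317).

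Ets21C (FBgn0005660) encodes an ETS-domain transcription factor. It was 3.05-fold higher in Prp8S>F and 1.31-fold in Prp8H>R in the authors' deposited table. Ilp8 (FBgn0036690), the gene of the hormone Dilp8, was 2.85-fold higher in Prp8S>F, 1.76-fold in Prp8H>R and 1.12-fold in Prp8F>L in the authors' deposited table. The gene of the matrix metalloprotease Mmp1 (FBgn0035049) was 1.58-fold higher in Prp8S>F and 1.18-fold in Prp8H>R in the authors' deposited table. Adjusted over the annotation by the Benjamini-Hochberg method, the p of Mmp1 was at most 4.64e-05 in Prp8S>F, where it is listed as 0, and 0.0538 in Prp8H>R. Another annotated gene overlaps Ilp8 on its strand, which makes its value uncertain. With its p listed as 0 in Prp8F>L at a fold change of 1.07, Ets21C belongs there to a group of genes with small changes and a p of 0 in the authors' deposited table.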

The induction of redox and detoxification genes positively correlated with an increased expression of several stress and damage response genes including the transcription factor *ets21c* (Külshammer et al., 2015; Mundorf et al., 2019), *matrix metalloprotease 1* (*Mmp1*) (Uhlirova and Bohmann, 2006) and a secreted *Drosophila insulin-like peptide 8* (*dilp8*) (Colombani et al., 2012; Garelli et al., 2012). 

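The proapoptotic gene rpr (FBgn0011706) rose in Prp8S>F, where its p adjusted over the annotation by the Benjamini-Hochberg method was at most 4.64e-05. It was 1.76-fold higher in Prp8S>F and 1.2-fold in Prp8H>R in the authors' deposited table. In Prp8H>R its adjusted p by the same method was 0.132, and it was not listed for Prp8F>L. Diap1, which encodes an inhibitor of apoptosis, moved the other way, with fold changes of -1.22 in Prp8S>F and -1.1 in Prp8H>R in the authors' deposited table. Of the 19 genes of the apoptosis list, rpr and Diap1 included, 1 was higher and 3 lower in Prp8S>F, 1 higher and 1 lower in Prp8H>R, and none higher and 1 lower in Prp8F>L. Apart from rpr and Diap1, 2 genes (Dronc and Dredd) were lower in Prp8S>F and none was listed for Prp8H>R. Adjusted over the list alone, 1 was higher and 2 lower in Prp8S>F. Too few were listed for a direction test. Genes of the DNA damage and p53 response were mostly higher, with 10 higher and 1 lower in Prp8S>F (direction test, adjusted p = 0.0181; 8 higher and 1 lower when adjusted over the list alone).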

In accordance with elevated apoptosis observed in Prp8^S>F^-overexpressing EADs (Fig. 5F, Fig. S6A), the pro-apoptotic gene *reaper* (*rpr*) was also induced (Fig. 6A, Supplementary Dataset 1). In contrast, downregulated genes were enriched for functions linked to ‘Regulation of transcription’, ‘Cell differentiation’ and GO terms describing neuronal morphogenesis and function including: ‘Dendrite morphogenesis’, ‘Synapse organization’, ‘Vesicle-mediated transport’, ‘Neurotransmitter secretion’ and ‘Visual perception’ (Fig. 6C, Supplementary Dataset 1). 

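Genes of photoreceptor and cone cell differentiation, of synapses and of a list of E(spl), Bearded-family and proneural genes were lower in Prp8S>F discs. All 38 listed photoreceptor genes were lower (direction test, adjusted p = 3.98e-10), 10 of them past the fold threshold. Of the listed synaptic genes, 37 were lower and 4 higher (adjusted p = 1.61e-06), with 20 of the lower genes past the fold threshold. All 14 listed members of the last list, 9 of them E(spl) genes, were lower (adjusted p = 7.23e-04). Adjusted over the list alone, 37 photoreceptor genes were lower and none higher, 36 synaptic genes lower and 4 higher, and 13 genes of the E(spl), Bearded-family and proneural list lower and none higher. The direction of these lists in Prp8S>F held without the genes of Fig. 6A. Hemocyte markers, of another cell type, had 9 lower and 2 higher genes in Prp8S>F, 6 of the lower past the fold threshold, which did not pass the direction test (adjusted p = 0.121; 8 lower and 1 higher when adjusted over the list alone).

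In the authors' deposited table, nerfin-1 (FBgn0028999), which encodes a zinc finger protein of neurons, had a fold change of -1.7 in Prp8S>F. The receptor tyrosine kinase gene sev, which acts in the R7 photoreceptor, had a fold change of -1.56 and pros one of -1.55 in Prp8S>F in the authors' deposited table. Among all terms of the tables' own annotation with at least 8 listed genes, axon guidance had 62 genes lower and 7 higher in Prp8S>F, and compound eye development 42 lower and 7 higher. In Prp8F>L, axon guidance had 61 lower and 1 higher (direction test, adjusted p = 2.38e-11), the smallest p of the 3 mutants for this term, and compound eye development 28 lower and 2 higher (adjusted p = 4.99e-04). In Prp8H>R, axon guidance had 32 lower and 4 higher (adjusted p = 8.84e-04), while compound eye development, with 15 lower and 6 higher, did not pass (adjusted p = 0.327). Genes annotated to neurogenesis went the other way, with 90 higher and 30 lower in Prp8S>F (direction test, adjusted p = 1.44e-07). In Prp8H>R 53 were higher and 14 lower (adjusted p = 1.09e-07, same test), and in Prp8F>L 46 higher and 31 lower (adjusted p = 0.0113, same test). Genes annotated to DNA replication (29 higher, 1 lower) and mitochondrion (65 higher, 11 lower) rose in Prp8S>F too. Whether such genes make up the neurogenesis term was not tested, so its rise is not evidence of more neuronal differentiation.

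**Figure D2:**
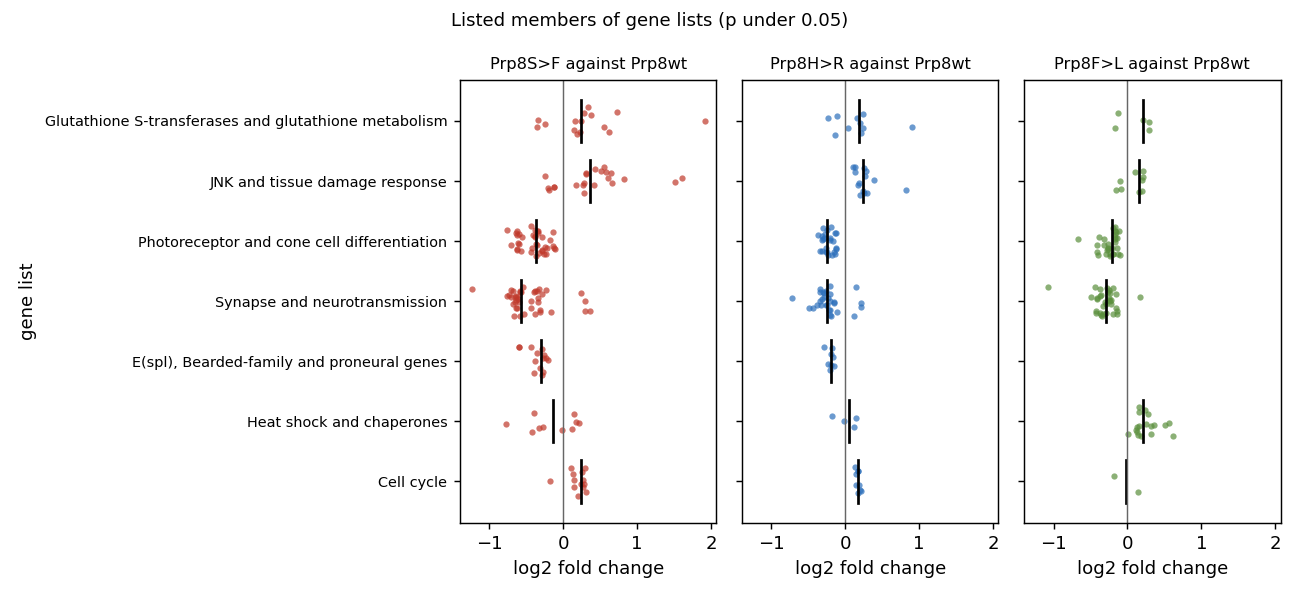
Log2 fold change against Prp8wt (x axis) of the listed members of 7 gene lists (y axis) in Prp8S>F, Prp8H>R and Prp8F>L discs; each point is a gene and each black line the median of a list. The photoreceptor genes lie below 0 in all 3 mutants, with medians of -0.37, -0.25 and -0.21.

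The decline relative to Prp8wt was not restricted to the toxic variants. Every comparison uses the same Prp8wt libraries, and a difference of these libraries may add to the decline in each mutant. In Prp8H>R 25 photoreceptor genes were lower and none higher (adjusted p = 6.97e-06), and in Prp8F>L 30 were lower and none higher (adjusted p = 1.61e-06). Synaptic genes were lower in Prp8H>R (26 lower, 4 higher, adjusted p = 0.00262) and in Prp8F>L (33 lower, 1 higher, adjusted p = 3.43e-06). Of the E(spl), Bearded-family and proneural list, 8 genes were lower and none higher in Prp8H>R (adjusted p = 0.0310), 5 of them E(spl) genes, and none was listed for Prp8F>L. Markers of brain and ring gland were lower in Prp8F>L too (10 lower, none higher, adjusted p = 0.0220; 4 lower when adjusted over the list alone), among them elav and oc, which also belong to the photoreceptor list. Without the genes of Fig. 6A, neither the synaptic genes (adjusted p = 0.561) nor the E(spl), Bearded-family and proneural list (adjusted p = 0.0796) passed in Prp8H>R. In the authors' deposited table, the 10 terms of downregulated genes have Benjamini values from 0.122 to 0.585. Fisher's exact test (one-sided) on the term counts of the authors gave p = 6.90e-05 for axon guidance, with 7 of 61 genes against 185 of 10996.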

Importantly, the differential expression of several candidates was validated by RT-qPCR on independent samples (Fig. 6D). Compared with EADs overexpressing Prp8^wt^, *arc1*, *dilp8*, *ets21c* and *GstE6* transcripts were all increased in *ey>Prp8^H>R^* and *ey>Prp8^S>F^* samples, whereas the levels of *CG42260* were also significantly downregulated in *ey>Prp8^F>L^* EADs. CG42260 is the closest fly ortholog of human *CNGA3*, which encodes an α-subunit of the cone photoreceptor cGMP-gated cation channel. Interestingly, mutations in *CNGA3* have been linked to total colour blindness, also referred to as rod monochromacy (RM) or complete achromatopsia, a rare, autosomal recessive inherited and congenital disorder (Kohl et al., 1998; Wissinger et al., 1998).

**Fig. 6.**
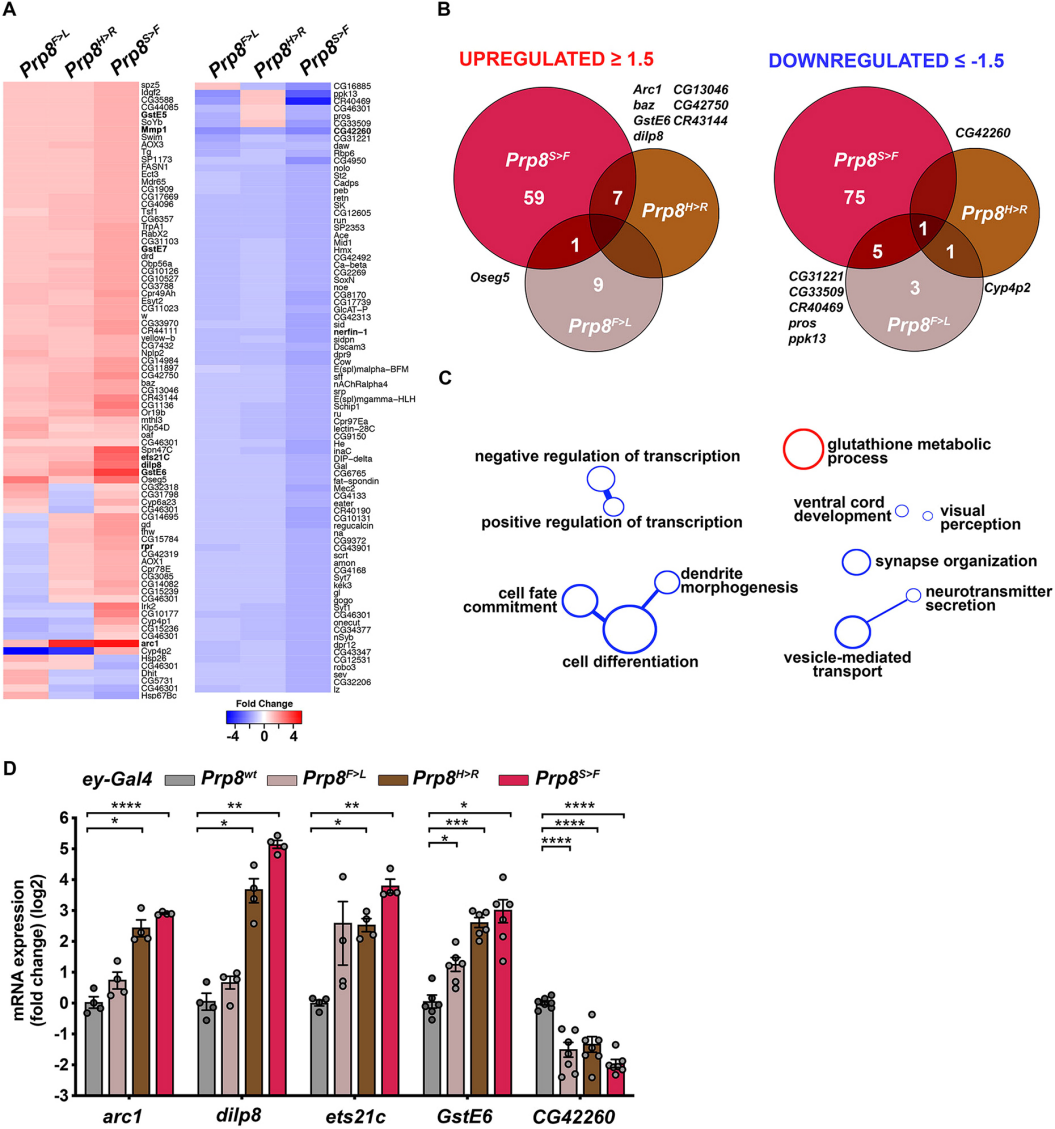
**RP-Prp8 mutant variants induce stress and cytoprotective gene expression program.** (A) The heatmap depicts genes significantly up- or downregulated following *ey*-specific overexpression of at least one of the RP-Prp8 mutant variants (|fold change|≥1.5, *P*<0.05) relative to those expressing Prp8^wt^. The expression changes of these transcripts in other experimental groups are also shown, but may not need to satisfy the criteria of *P*<0.05 significance. See Supplementary Dataset 1 for genes significantly changed. (B) Venn diagrams show overlap of genes significantly regulated (|fold change|≥1.5, *P*<0.05) in EADs expressing asymptomatic Prp8^F>L^ or the two toxic RP-Prp8 variants, Prp8^H>R^ or Prp8^S>F^. (C) Functional GO terms and clusters enriched among up- (red) and downregulated (blue) genes in *ey>Prp8^S>F^*-overexpressing EADs. (D) mRNA levels of stress-related and cytoprotective genes (*arc1*, *dilp8*, *ets21c*, *GstE6*) were significantly induced in response to *ey-*specific expression of Prp8^H>R^ and Prp8^S>F^ while *CG42260* related to neuronal function was downregulated relative to *ey>Prp8^wt^* samples. RT-qPCR data are means±s.d., *n*≥4. Statistical significance was determine using unpaired *t*-tests with Welch's correction assuming unequal variance; *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001. The exact number and biological replicates per sample (*n*) and *P*-values are specified in Supplementary Dataset 2.

Taken together, our genome-wide transcriptome profiling revealed that the developing eye primordium induces expression of damage, stress and detoxification genes in response to the toxic RP-Prp8 protein variants, likely in an attempt to alleviate the damage and regain homeostasis at the expense of normal neurogenic development and differentiation. 

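Detoxification and damage genes were higher and neuronal genes lower in the same Prp8S>F discs, and genes of cell division rose as well. Of the antioxidant and redox genes, 10 were higher and 2 lower in Prp8S>F (direction test, adjusted p = 0.0420; 6 higher and 1 lower when adjusted over the list alone), which did not hold without the genes of Fig. 6A (adjusted p = 0.113). The members past the fold threshold were AOX1 and AOX3. Cat, among the lower genes, had fold changes of -1.2 in Prp8S>F, -1.13 in Prp8H>R and -1.14 in Prp8F>L in the authors' deposited table. Of the cell cycle genes, 12 were higher and 1 lower in Prp8S>F (adjusted p = 0.00533) and 9 were higher and none lower in Prp8H>R (adjusted p = 0.00262). Adjusted over the list alone, 8 cell cycle genes were higher and none lower in each of these mutants. Genes annotated to DNA replication moved the same way, with 29 higher and 1 lower in Prp8S>F and 19 higher and none lower in Prp8H>R. Not every stress programme rose. Genes of the unfolded protein response were lower in Prp8S>F (8 lower, none higher, adjusted p = 0.0242; 7 lower when adjusted over the list alone), with none higher and 2 lower in Prp8H>R and 1 higher and 2 lower in Prp8F>L. Heat-shock genes went both ways in Prp8S>F (4 higher, 6 lower, adjusted p = 0.807) and in Prp8H>R (2 higher, 2 lower).

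From the rise of glutathione, stress and damage response and proapoptotic genes and the fall of genes related to neuronal differentiation in Fig. 6, the paper concludes that the eye primordium answers the toxic variants with damage, stress and detoxification genes. The paper proposes that this is an attempt to limit damage, at a cost to neurogenesis and differentiation.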

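The listed genes of Prp8H>R were largely a subset of those of Prp8S>F: 76.9% of its listed genes changed the same way in Prp8S>F, compared with 43.8% of those of Prp8F>L. The shared Prp8wt libraries raise both shares, and many listed genes may be unchanged if the deposited p is unadjusted. The JNK and damage list, the cell cycle list and the list of E(spl), Bearded-family and proneural genes each passed the direction test in both Prp8S>F and Prp8H>R. In Prp8F>L the JNK and damage list did not pass it, and too few genes of the other lists were listed there to test. The photoreceptor, synapse and DNA damage lists passed it in all 3 mutants, although none of the 5 DNA damage genes listed for Prp8F>L passed when adjusted over the list alone, compared with 3 of 5 in Prp8H>R, while the list of P450 and detoxification genes passed it in Prp8S>F alone. At the p adjusted over the annotation, 233 genes were shared in direction by Prp8S>F and Prp8H>R, compared with 184 for Prp8S>F and Prp8F>L and 105 for Prp8H>R and Prp8F>L. A gene past a threshold in one mutant and not in another is not thereby shown to differ between them, and the mutants were not compared directly.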

Despite a marked difference in the number of dysregulated genes, the genetic programme triggered by Prp8^F>R^ and Prp8^S>F^ shares common features ultimately resulting in similar phenotypic outcomes.

### Pathogenic RP-Prp8 mutations cause redox imbalance upstream of cell death

GSTs are among the best-known phase II detoxifying enzymes that conjugate glutathione to harmful hydrophobic electrophiles including xenobiotics and activated metabolites. 

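Members of the GstE cluster rose in both toxic variants, by less in Prp8H>R than in Prp8S>F. In the authors' deposited table, GstE6 was 1.87-fold higher in Prp8H>R, GstE7 1.16-fold and GstE5 1.18-fold. By the Benjamini-Hochberg method over the annotation, the adjusted p in Prp8H>R was at most 1.72e-04 for GstE6, 0.00218 for GstE7 and 0.203 for GstE5. Of the list of glutathione S-transferases and glutathione metabolism, 7 genes were higher and 3 lower in Prp8H>R, which did not pass the direction test (adjusted p = 0.193). Adjusted over the list alone, 6 were higher and 1 lower. In Prp8F>L, 3 were higher and 2 lower (adjusted p = 0.788; 3 higher and none lower when adjusted over the list alone), and GstE6 was 1.23-fold and GstE7 1.16-fold higher in the authors' deposited table. Antioxidant and redox genes had 7 higher and 3 lower in Prp8H>R (adjusted p = 0.193; 6 higher and 3 lower when adjusted over the list alone), and 4 higher and 1 lower in Prp8F>L (adjusted p = 0.263; 2 higher and 1 lower when adjusted over the list alone). GstE5, GstE6 and GstE7 are adjacent paralogs, and their separate values are uncertain.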

The upregulation of several of the GST genes in *ey>Prp8^H>R^* and *ey>Prp8^S>F^* samples indicated that EAD cells suffer from the breakdown of the intracellular redox homeostasis. To support the notion, we took advantage of the transgenic *GstD1-GFP* reporter (Sykiotis and Bohmann, 2008), which has been used to detect changes in the cellular redox state. The *GstD1-GFP* reporter contains consensus binding motifs for the transcription factors such as Nrf2 and Foxo which act downstream of signalling pathways activated by reactive oxygen species (ROS). Indeed, we found a marked upregulation of the *GstD1-GFP* reporter (Sykiotis and Bohmann, 2008) in Prp8^H>R^- and Prp8^S>F^-expressing EADs (Fig. 7E,F, Fig. S6A) compared to controls (Fig. 7A). Interestingly, both differentiated and uncommitted, epithelial cells within the *ey* domain induced the detoxification response. In contrast, neither *prp8* heterozygosity nor Prp8^wt^ or Prp8^F>L^ *ey*-specific overexpression activated the *GstD1-GFP* reporter (Fig. 7B–D). Intriguingly, inhibiting apoptosis by co-expression of p35 did not reduce the upregulation of *GstD1-GFP* in *ey>Prp8^H>R^* and *ey>Prp8^S>F^ prp8^del14^* heterozygous EADs (Fig. 7G–J, Fig. S6B). Of note, co-expression of a mock Flag tripeptide had no impact on *GstD1-GFP* reporter activity (Fig. S6C,D). These results demonstrate that although blocking apoptosis prevented alterations to the overall size and morphology of the adult eyes, it did not alleviate the redox imbalance caused by the presence of the toxic RP-Prp8 mutant proteins.

**Fig. 7.**
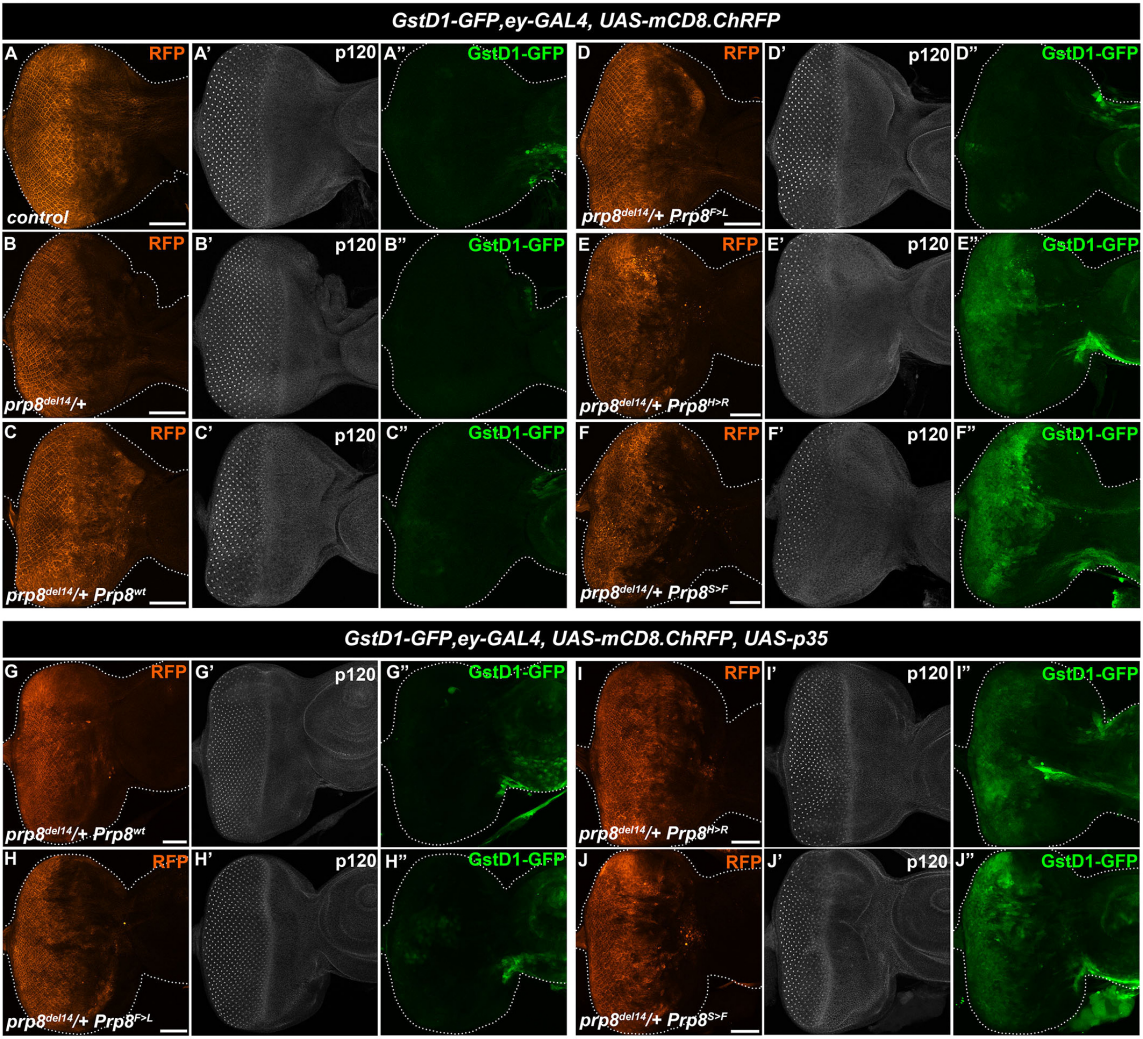
**Differentiated as well as uncommitted cells induce cytoprotective response to the Prp8^S>F^ and Prp8^H>R^ mutant variants.** (A–F″) *Ey*-specific overexpression of Prp8^H>R^ (E) and Prp8^S>F^ (F) markedly induced the *GstD1-GFP* reporter activity in EADs of *prp8^del14^*/+ heterozygous larvae compared to the background levels in controls (A,B) and EADs expressing Prp8^wt^ (C) and Prp8^F>L^ (D). Note the enhancement of the *GstD1-GFP* signal in both differentiating cells posterior as well as uncommitted epithelial cells anterior to the morphogenetic furrow expressing Prp8^H>R^ (E″) and Prp8^S>F^ (F″). Morphogenetic furrow and differentiated ommatidia clusters are visualized by immunostaining against p120-catenin. (G–J″) The *GstD1-GFP* induction in Prp8^H>R^- and Prp8^S>F^-expressing *prp8^del14^*/+ heterozygous EADs (I″,J″) was not inhibited by co-expression of p35. Note that *ey-*driven p35 expression did not interfere with the endogenous *GstD1-GFP* reporter activity in the antenna (G″–J″). Representative micrographs are projections of multiple confocal sections showing EADs 7 days AEL. Images were acquired with the same intensity settings. Disc outlines were generated based on DAPI signal. Scale bars: 50 µm.

## DISCUSSION

Recent progress in the identification of genetic causes of RP highlights malfunction of the U4/U6.U5 tri-snRNP components of the spliceosome in the etiology of this blinding disorder, and sparked significant interest in generation of animal models to understand how aberrant splicing contributes to the tissue-specific pathophysiology. While vertebrate models, including mice and zebrafish, are well suited for investigation of splicing factor RP pathogenesis (Graziotto et al., 2011; Keightley et al., 2013), the large number of mutations in different U4/U6.U5 tri-snRNP components makes the generation of mutant, knock-in or transgenic lines time-consuming and cost-ineffective. Over time, the *Drosophila melanogaster* model has proven successful in unravelling the disease biology of six different RP classes, including RP4, RP11, RP12, RP14, RP25 and RP26 (Lehmann et al., 2019). Moreover, it has been instrumental in deciphering how genetic variation influences the phenotypic variability frequently observed in RP individuals carrying the same pathogenic mutation (Chow et al., 2016).

Here, we establish the *Drosophila* model of human RP13 caused by mutations in Prp8, the key component of the U4/U6.U5 tri-snRNP and the catalytic core of the spliceosome. We demonstrate the versatility of the fly model to screen and compare the tissue-specific impact of different RP-Prp8 mutations and its suitability to untangle the genetic and molecular mechanisms underlying their pathogenesis. We show that targeted expression of nine different RP-Prp8 mutant proteins in postmitotic, endoreplicating cells of a larval prothoracic gland delayed the timing of the larval to pupal transition. The expressivity of the phenotype varied among the different mutations, with Prp8^H>R^ and Prp8^S>F^ being the most detrimental, the latter causing a complete developmental arrest. The severity of the developmental phenotype induced by Prp8^H>R^ and Prp8^S>F^ correlated with deterioration of the PG morphology and aberrant splicing of the *spok* pre-mRNA. Interestingly, neither of the tested RP-Prp8 mutant proteins produced a visible phenotype when overexpressed in differentiated photoreceptors under the control of the late-acting *GMR-Gal4* driver. In contrast, the two mutations with the most severe effect in the PG, Prp8^H>R^ and Prp8^S>F^, interfered with the normal development of the adult eye when their expression was triggered early in the eye/antenna primordium compared with asymptomatic expression of wild-type Prp8 and the seven other RP-Prp8 mutations. The Prp8^H>R^- and Prp8^S>F^-induced phenotypes, including reduced size and disturbed adult eye morphology, were further enhanced by *prp8* heterozygosity. As we did not observe differences in the stability of the individual transgenes, these findings support the notion that the phenotypic consequences of RP-Prp8 mutations result from dominant-negative or gain-of-function mechanisms, rather than haploinsufficiency (Graziotto et al., 2011). Remarkably, the pathogenicity of the RP-Prp8 mutations in the *Drosophila* RP13 model correlates with severity of growth defects observed in yeast, as well as strength of disease phenotypes in patients carrying the equivalent mutations. In yeast, Prp8^H>R^, Prp8^S>F^ and Prp8^H>P^ mutations exhibited the most profound growth defects (Boon et al., 2007; Maeder et al., 2009; Mozaffari-Jovin et al., 2013). Human carriers of Prp8^H>R^ and Prp8^H>P^ mutations suffer from earlier onset of night blindness, more severe prognosis for visual acuity and earlier loss of central vision when compared with Prp8^R>K^ patients (Escher et al., 2018; Towns et al., 2010). It remains to be determined why Prp8^H>P^ mutation, affecting the same amino acid residue as Prp8^H>R^, appears asymptomatic in the *Drosophila* RP13 model. The molecular mechanisms underlying how individual RP-Prp8 mutations cause adRP remain an intriguing question. All nine tested mutations cluster in the C-terminal Jab1/MPN domain, which is essential for interaction with Brr2 and timely regulation of its ATP-dependent helicase activity (Boon et al., 2006; Grainger and Beggs, 2005). Studies in the budding yeast and HeLa cells revealed that some of the RP-Prp8 mutants (e.g. Prp8^S>F^ and Prp8^H>R^) cannot efficiently incorporate into the maturing U5 snRNP, while others (e.g. Prp8^F>L^ Prp8^Y>N^) permit U5 and tri-snRNP assembly but compromise U4/U6 unwinding (Boon et al., 2007; Malinová et al., 2017). Although difficult to uncouple, both defects ultimately lead to the scarcity of mature particles, which might compromise the splicing efficiency, specificity and/or fidelity in tissues with a high demand for general pre-mRNA splicing or processing of specific transcripts. However, it is also plausible that other mechanisms including splicing-independent roles of Prp8 could contribute to RP-Prp8 pathogenesis. One such mechanism could be proteotoxic stress caused by overwhelmed chaperone and/or proteasome machineries with folding-defective RP-Prp8 mutant proteins or immature snRNPs (Růžič ková and Staněk, 2017). In support of this notion, experiments in HeLa cells revealed enhanced binding of Prp8^H>R^, Prp8^S>F^ to AAR2, a crucial chaperone of Prp8, compared with the wild-type protein and other assessed RP-Prp8 mutant variants. Intriguingly, the same mutants also exhibited a stronger association with components of the RT2P complex, which acts as a co-chaperone of Heat shock protein 90 (HSP90) and controls biogenesis of multi-subunit machines including the small nucleolar ribonucleoproteins (snoRNPs), nutrient sensing mTORC1 and RNA polymerase II (Pol II) (Malinová et al., 2017; von Morgen et al., 2015). In this regard, it is also interesting to note that Prp8 is an inactive deubiquitinating enzyme with ubiquitin binding activity within the MPN/JAB domain (Bellare et al., 2008; Grainger and Beggs, 2005; Komander et al., 2009; Pena et al., 2007). Studies in yeast using ubiquitin mutants or ubistatins revealed a direct role of ubiquitin in U4/U6 unwinding (Bellare et al., 2008). Whether RP-Prp8 mutations alter ubiquitin binding remains to be determined. Finally, a growing body of evidence suggests reciprocal coupling of RNA processing and transcription, as splicing factors have been implicated in the regulation of transcription initiation, elongation rate of Pol II and the choice of transcriptional start sites (Fiszbein et al., 2019; Lin et al., 2008; Maslon et al., 2019). Splicing factor malfunction can thus manifest in a noticeable shift in gene expression profile rather than obvious splicing defects.

Despite the genetic heterogeneity of RP, there are extensive data from animal models and RP patients implicating oxidative damage among the common drivers of cone photoreceptor cell death. Sampling of aqueous humour invariably detected excessive protein carbonylation and a lower ratio of reduced to oxidized glutathione, which are considered among the major signs of oxidative damage and indicators of antioxidant defence system failure. Administration of drugs or gene transfer that reduce oxidative stress have been shown to promote cone survival and maintenance of cell function (Campochiaro and Mir, 2018). Consistently, our transcriptome profiling revealed an upregulation of cytoprotective, stress, damage response and apoptotic genes in EADs expressing the pathogenic Prp8^S>F^ and Prp8^H>R^ mutants at the expense of genes required for neurogenesis and neuron function. With the help of the transgenic *GstD1-GFP* reporter, we further determined that both differentiated photoreceptors and actively cycling epithelial cells upregulated the phase II detoxifying programme. While differentiated cells survived, uncommitted eye progenitors underwent apoptosis. Interestingly, the phenomenon of acquired apoptosis resistance of terminally differentiated cells without regenerative potential in *Drosophila* has been attributed to the epigenetic silencing of major pro-apoptotic gene loci during development (Zhang et al., 2008). Blocking effector caspases rescued the cell loss, allowing flies to eclose with normally sized eyes, yet the cells still suffered from redox imbalance. What triggers the stress and antioxidant defence programmes and whether the scavenging of reactive oxygen species might be effective in alleviating the RP-Prp8 toxicity remain interesting avenues of research for future investigations.

## MATERIALS AND METHODS

### Fly stocks

The following *Drosophila* strains were used: (a) *w^1118^*, (b) *phm-Gal4* (RRID:BDSC_80577) (c) *ey-Gal4* (RRID:BDSC_5534), (d) *GMR-Gal4* (RRID:BDSC_1104), (e) *UAS-prp8^RNAi^* (VDRC, 18565), (f) *dpp-Gal4* (RRID: BDSC_7007), (g) *UAS-Flag::Prp8^wt^* (Claudius et al., 2014), (h) *FRT82B* (RRID: BDSC_2035), (i) *prp8^del14^/CyO, act-GFP JMR1* (this study), (j) *UAS-p35* (RRID: BDSC_5072), (k) *y,v, nos-phiC31\int.NLS; attP2* (RRID:BDSC_25710), (l) *UAS-myr-mRFP* (RRID:BDSC_7118), (m) *UAS-mCD8.ChRFP* (RRID:BDSC_27391), (n) *UAS-mCD8::GFP.L* (RRID:BDSC_5130) (o) *eyFLP, act>y+>Gal4, UAS-GFP; FRT82B tubGal80* (Pagliarini and Xu, 2003), (p) *FRT42D* (RRID:BDSC_1802), (q) *eyFLP; FRT42D tub-Gal80/CyO; act>y+>Gal4, UAS-GFP/TM6B att.* (this study), (r) *Act5C-cas9, Lig4[169]* (RRID:BDSC_54590) (Zhang et al., 2014), (s) *GstD1-GFP* (Sykiotis and Bohmann, 2008) (t) *UAS-Flag* (this study), (u) *prp8^KG03188^* (RRID:BDSC_13006).

All crosses were set up and maintained at 25°C, unless specified otherwise, on a diet consisting of 0.8% agar, 8% cornmeal, 1% soymeal, 1.8% dry yeast, 8% malt extract and 2.2% sugar-beet syrup, which was supplemented with 0.625% propionic acid and 0.15% Nipagin. *Gal4* driver lines crossed to *w^1118^* and *FRT42D* served as controls for experiments performed in the wild-type and *prp8* (*prp8^del14^* or *prp8^KG03188^*) heterozygous background, respectively. Overexpression of the Flag tripeptide was used as a mock control to exclude saturation of the *Gal4* driver. All stocks are listed in Table S1.

### Generation of plasmids and transgenic lines expressing RP-Prp8 variants

The alignment of human (Q6P2Q9), *Drosophila* (A1Z8U0) and *S. cerevisiae* (P33334) Prp8 proteins was created using MUSCLE multiple sequence alignment software (Edgar, 2004). The amino acid identity was determined using Clustal Omega (Sievers et al., 2011). Coding sequence of *Drosophila melanogaster prp8* (*CG8877*) was amplified from cDNA using the Phusion polymerase (New England Biolabs) and cloned into the *pENTR4* vector (Invitrogen). Nine different RP mutations were introduced using the Quick Change Lightning site directed mutagenesis kit (Agilent). All primers for mutagenesis are listed in Table S3. The N-terminal Flag-tag was added by LR Clonase II-mediated recombination (Invitrogen) into the pTFW vector (DGRC). Following restriction with SphI and NotI, the UAS-Flag::Prp8 cassettes were inserted into the pattB vector backbone (DGRC, Bischof et al., 2007). The non-tagged variants were generated by cutting out the Flag-tag coding sequence from the *pUAST-attB-Flag::Prp8* vectors with AgeI and AvrII and re-ligating the Klenow-filled blunted ends. All vectors and plasmids are listed in Table S2.

Transgenic fly lines allowing overexpression of untagged wild-type and RP-Prp8 mutant variants (S2178F/Prp8^S>F^, P2361T/Prp8^P>T^, F2374L/Prp8^F>L^, H2369P/Prp8^H>P^, H2369R/Prp8^H>R^, H2370G/Prp8^H>G^, H2370K/Prp8^H>K^, R2370S/Prp8^R>S^, Y2395N/Prp8^Y>N^) were established by PhiC31 integrase-mediated transgenesis of the respective *pUAST-attB* vectors into *attP-9A* site (99F8) (BestGene Inc.). The N-terminally-tagged RP-Prp8 constructs (Flag::Prp8^S>F^, Flag::Prp8^P>T^, Flag::Prp8^F>L^, Flag::Prp8^H>P^, Flag::Prp8^H>R^, Flag::Prp8^H>K^, Flag::Prp8^R>S^) were integrated into the *attP2* site (68A4) (BestGene Inc.). The UAS-Flag transgenic flies expressing the Flag tripeptide were obtained by standard P-element-mediated germline transformation of pTFW plasmid into *w^1118^ Drosophila* embryos (BestGene Inc). All stocks are listed in Table S1.

### Generation of EAD genetic mosaics

The mosaic analysis with a repressible cell marker (MARCM) technique (Lee and Luo, 2001) with *eyFLP; act>y+>Gal4, UAS-GFP; FRT82B tub-Gal80* or *eyFLP; FRT42D tub-Gal80/CyO; act>y+>Gal4, UAS-GFP/TM6B* flies was used to generate genetically defined clones within the EADs as described in Mundorf and Uhlirova (2016).

### Generation of *prp8* mutant fly line

The *prp8* mutant line was obtained by CRISPR-Cas9 genome editing. Two guide RNAs (sgRNA), targeting intron 12 and 3′-UTR of *Drosophila prp8* gene (Table S3) were cloned into the pCFD4-U6:1_U6:3 tandem gRNAs vector (Port et al., 2014). Fragments for cloning were amplified using Phusion HS II polymerase (Thermo Scientific), with the vector itself serving as the PCR template. The CFD4-U6:1_U6:3 tandem gRNAs-Prp8 construct was subsequently integrated into the *attP2* site on the third chromosome (68A4) using PhiC31 integrase-mediated transgenesis. Upon crossing to *Act5C-cas9, Lig4[169]* (Zhang et al., 2014), progeny was collected, balanced and screened by PCR to detect the deletion. The recovered *prp8^del14^* allele contains a deletion of 2998 bp encoding a truncated Prp8 protein which lacks 981 amino acids at the C-terminus.

### Generation of *Drosophila* Prp8 antibody

Polyclonal antibodies specific to the C-terminal part of *Drosophila* Prp8 protein (CTD) including the MPN/Jab1 and Tail domain were raised by immunizing two rabbits (Eurogentec) with a 6xHis-tagged Prp8 polypeptide (amino acids 2092–2341). The antigen was expressed from the Gateway pDEST17 vector (Thermo Scientific) in *E. coli* BL21(DE3)pLysS bacterial strain and purified under denaturing conditions using immobilized metal affinity chromatography (IMAC).

### Cell culture

*Drosophila* S2 cells were cultured at 25°C in Shield and Sang M3 insect medium (Sigma-Aldrich) supplemented with 8% FBS (Merck-Biochrom). Cells were transfected in 6-well plates on glass coverslips, in serum-free medium with the desired plasmids using TransIT-Insect (Mirus Bio) according to manufacturer's instructions. Expression of UAS-driven constructs was induced by co-transfection with a pAW-GAL4 plasmid expressing Gal4 under an *Actin5C* promoter. Transfection efficiency was monitored by co-transfection of pIE-EGFP plasmid. Cells were processed 30 h post-transfection.

### SDS-PAGE and western blot

Eye/antennal discs (>40 EADs/replicate/genotype) were dissected 7 days after egg-laying (AEL) in 1× PBS, and immediately lysed in 50 mM Tris-HCl (pH 7.8), 150 mM NaCl, 1 mM EDTA (pH 8.0), 1% Triton X-100, 0.01% Igepal and protease inhibitors (Roche Applied Science). After centrifugation, protein concentration in the supernatant was determined using Bradford assay reagent (Bio-Rad) according to the manufacturer's instructions. Samples were denatured by boiling in Laemmli buffer containing 2.5% β-mercaptoethanol for 5 min at 95°C. Equal amounts of total protein were loaded on a 10% polyacrylamide gel. After SDS-PAGE, proteins were detected by immunoblotting with mouse anti-Flag M2 (1:1000, Sigma-Aldrich) (RRID: AB_262044), rabbit anti-dPrp8-CTD (1:1000, this study, Eurogentec), and mouse anti-ATP5α (1:2000, Abcam) (RRID:AB_301447) followed by incubation with the corresponding HRP-conjugated secondary antibodies. Chemiluminescence was detected with ImageQuant LAS4000 reader (GE Healthcare). ImageJ (https://fiji.sc/) (RRID: SCR_003070) was used to determine the intensities of Prp8, Flag and ATP5α signals using the built-in Gel analysis tools. The intensities of a loading control (ATP5α) in individual western blot replicates were compared to establish a normalization factor which was used to correct the intensities of Prp8 or Flag signals. For each biological replicate, the relative expression of Prp8 or Flag was normalized to the average expression across all samples within a replicate.

### Cell and tissue staining

EADs, wing discs and PGs dissected from third instar *Drosophila* larvae (7 days AEL) and *Drosophila* S2 cells were fixed for 25 min with 4% paraformaldehyde in PBS containing 0.1% Triton X-100 (PBS-T) and washed 3 times with PBS-T. After blocking in 0.3% BSA in PBS-T samples were incubated overnight at 4°C with the following primary antibodies at the indicated dilutions: guinea pig anti-Spok (1:1000, Ono et al., 2006), rabbit anti-Dcp-1 (1:500, Cell Signaling Technology) (RRID:AB_2721060), rat anti-Elav (1:500, DSHB) (RRID: AB_528217), mouse anti-p120 (1:300, DSHB) (RRID: AB_2088073), rabbit anti-GFP (1:300, Thermo Scientific) (RRID:AB_2536526), rabbit-anti-dPrp8-CTD (1:500, this study, Eurogentec), mouse anti-Flag M2 (1:500, Sigma-Aldrich) (RRID: AB_262044). After washing, the samples were incubated with the corresponding Alexa Fluor 488- or CY5-conjugated secondary antibodies (Thermo Scientific or Jackson ImmunoResearch) for 2 h at room temperature and counterstained with DAPI (1 µg/ml, Carl Roth GmbH) to visualize nuclei. Tissues were mounted on glass slides in Dabco-Mowiol (Sigma-Aldrich).

### Image acquisition and processing

Confocal images and stacks were acquired with Olympus FV1000 confocal microscope equipped with 20× UPlan S-Apo (NA 0.85), 40× UPlan FL (NA 1.30) and 60× UPlanApo (NA1.35) objectives. Maximum Z-projections were generated from a maximum of seven consecutive sections taken at 0.4 µm steps using Fluoview 1000 Software (Olympus) (RRID: SCR_014215) and ImageJ (https://fiji.sc/) (RRID: SCR_003070). Final image processing including panel assembly, brightness and contrast adjustments were performed in Adobe Photoshop CC (Adobe Systems, Inc.) (RRID: SCR_014199). White outlines of the EADs and ring glands shown in figures were drawn based on DAPI staining and GFP signal, respectively. For measurements of the adult eyes, 3- to 8-day-old male flies were collected from multiple vials of the same cross and the genotypes were concealed for sample preparation and data evaluation. Z-stacks of left eyes were taken by a single person using an Olympus SZX16 fluorescent stereomicroscopes equipped with a DP72 CCD camera under the same magnification. Images were processed with cellSens 1.1 Software (Olympus) (RRID: SCR_014551). Outlines of the adult eyes (area containing ommatidia) were prepared in Adobe Photoshop CS5.1 (Adobe Systems, Inc) (RRID:SCR_014199) with the magnetic or polygonal lasso tool and superimposed to represent deviations in eye morphology within and among genotypes. Statistical significance was determined by ordinary one-way ANOVA with Tukey's multiple comparisons test in GraphPad Prism (RRID:SCR_002798). For quantification of the GFP-positive clonal volume, confocal Z-stacks spanning the columnar epithelia of mosaic EADs were imported into ImageJ (https://fiji.sc/) (RRID: SCR_003070). After thresholding, the individual slices were converted to binary images and the outlines selected. The ratio of GFP and DAPI was determined using the 3D manager plug-in. The same macros were applied to all samples; all macros used are available upon request.

### Pupation analysis

Female flies (*phm>mCD8::GFP*) crossed to the males carrying the different *pUAST-attB*-*Prp8* transgenes were allowed to lay eggs for 24 h. Early third instar larvae (≥25) were transferred to fresh vials. Two vials for each genotype were kept at 25°C and the pupae were counted twice a day. The entire experiment was repeated twice. Statistical significance among genotypes was calculated with a Log-rank (Mantel–Cox) test. The curves prepared with GraphPad Prism represent one of two independent experiments. The number of flies per experiment and genotype (*n*) and *P*-values are specified in Supplementary Dataset 2.

### RNA extraction, cDNA synthesis and qPCR

To assess the splicing of *spok* pre-mRNA in the PG, third instar larvae (7 days AEL) (8 larvae per replicate, *n*≥4) of the respective *phm-Gal4* genotype were collected. For RNA-seq and RT-qPCR, EADs were dissected from third instar larvae (7 days AEL) (∼100 discs per replicate, *n*≥3) overexpressing the RP-Prp8 variants under the *ey-Gal4* driver. RNA was extracted using the standard protocol with Tri-Reagent (Sigma-Aldrich) and DNase I treatment (Ambion) (Mundorf and Uhlirova, 2016). cDNA was synthesized with Superscript III reverse transcriptase (Thermo Scientific) and random hexamer primers from 2 µg (whole larvae) or 600 ng (dissected EADs) of total RNA. A 1:10 dilution of the cDNA was used as the template for qPCR, performed in triplicates with GoTaq qPCR Master Mix (Promega) on a CFX96 real-time PCR system (Bio-Rad). RT-qPCR primers (Table S3) were designed to anneal at 62°C. Data were normalized to the expression levels of *rp49* transcript, and fold-changes calculated using the ΔΔCt method (Livak and Schmittgen, 2001). Statistical analysis and graphical representation of the data was performed with GraphPad Prism. An unpaired *t*-test with Welch's correction was used to determine statistical significance for changes in gene expression. The sample sizes for RT-qPCR were determined as described previously (Mundorf et al., 2019).

### RNA-seq and data analysis

Total RNA extracted from dissected EADs (*n*=3/genotype) was used for library preparation using the Illumina TruSeq kit according to manufacturer's instructions. The libraries were paired end sequenced on the Illumina HiSeq 2000, at 75 bp read length with >45 million reads per library. The data were processed with an in-house RNA-Seq analysis pipeline (QuickNGS). In short, initial quality check was performed using FastQC (Supplementary Dataset 1), and the reads were aligned to the *Drosophila* reference genome BDGP Release 6 (dm6) using Tophat2 v.2.0.10 (Kim et al., 2013). The transcriptome was assembled with Cufflinks v.2 2.1.1 (Trapnell et al., 2010). Differential gene expression and exon usage was determined by DESeq2 (Anders and Huber, 2010) and DEXSeq (Anders et al., 2012), respectively. Genes with |fold change|≥1.5 and *P*<0.05 were considered as significantly up- or downregulated compared with the EADs expressing Prp8^wt^. The FlyBase Gene Ontology (GO) terms were used for functional annotation. The GO category enrichment analysis of differentially regulated genes was performed with DAVID considering the GO_BP_FAT ontology (http://david.abcc.ncifcrf.gov/) (Huang et al., 2009a,b). The GO term clustering and visualization was performed with the help of REViGO (http://revigo.irb.hr/) (RRID: SCR_005825) (Supek et al., 2011).

## Supplementary Material

Supplementary information

How the deposited data were processed for this re-analysis (not part of the article)

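The values come from the authors' deposited tables for eye-antennal discs of *ey-Gal4* larvae: 1 comparison of each of Prp8S>F, Prp8H>R and Prp8F>L with Prp8wt, a quality report for each of 12 libraries, the gene sets of a Venn diagram and a table of GO terms. The submitters' processing notes say that the authors checked reads with FastQC, mapped them with TopHat2 2.0.10 to BDGP6 or dm6, and that the authors tested genes with DESeq2. The authors deposited fold changes, signed, with a fall written as a negative value. The authors deposited p-values rounded to 6 decimals, and only genes with a p under 0.05. The authors' quality reports give percentages (percent of stranded reads) and numbers of reads, and the authors' GO table gives counts of genes. No value per library of a gene's expression was used here, so no test across libraries, no leave-one-out and no direct comparison of the mutants could be made.

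From these tables, log2 fold changes, counts of genes past thresholds, overlaps in direction, correlations across genes and tests of gene lists were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The main thresholds were those of the paper, a p under 0.05 and an absolute fold change of at least 1.5. The main design and its alternatives, the gene lists and the rule for named genes were fixed before the data were examined; Fig. 6 of the paper had been read when the lists were written. The main design had foreseen counts or values per library, and its provision for tables of comparisons was used. 1 gene (br) has 2 entries in each of the Prp8H>R and Prp8F>L tables and was entered once.

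Because it is not stated whether the deposited p is adjusted, a Benjamini-Hochberg adjustment over 18358 annotated genes other than transposable elements (release 115) was added after the tables were seen, with a p of 0 set to 1e-06 and unlisted genes at a p of 1. Of the listed genes, 2408 of 2437 in Prp8S>F, 1189 of 1207 in Prp8H>R and 1610 of 1634 in Prp8F>L have an identifier in the annotation. In simulated tables of 18358 genes with 200 changed genes, the adjustment recovered a share of 0.196 of genes with a z of 3. The share was 0.682 at a z of 4 and 0.936 at a z of 5. The false shares were 0.0501, 0.0512 and 0.0512, in the same order. The direction test of lists, a two-sided Fisher's exact test within a table, was also added then, for lists with at least 5 listed members. On 1000 simulated lists of 20 members in each table, members were lower with a chance of 0.9 or were drawn with no direction. Lists of lower members passed at shares of 0.987 in Prp8S>F, 0.965 in Prp8H>R and 0.869 in Prp8F>L. Lists with no direction passed at 0.047, 0.029 and 0.044, in the same order.

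The text names genes by this rule: genes that the paper's text or Fig. 6B names and the bold genes of Fig. 6A, Prp8, the 10 genes with the largest rise and the 10 with the largest fall in each comparison, and for each list up to 4 members with the smallest adjusted p and the members past the thresholds. The GO terms and heat-shock genes named in the text were chosen after their values were seen. Of 743 entries in 27 lists, 702 matched an identifier. 3 of the lists were chosen by the study on these libraries and are not independent evidence. The list upregulated with Prp8H>R and Prp8S>F had 7 genes higher in each of these mutants. The list downregulated with Prp8F>L and Prp8S>F had 5 genes lower in each of these mutants. The list of genes named in the text or bold in Fig. 6A had 11 higher and 2 lower in Prp8S>F.

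Lists whose results appear at no claim, or there for 1 mutant only, are given here as listed genes higher and lower, in the order Prp8S>F, Prp8H>R and Prp8F>L. Proteasome genes were 0 and 0, 1 and 0, and 0 and 0. U4/U6.U5 tri-snRNP genes were 3 and 1, 1 and 1, and 3 and 1. Retinal determination genes were 2 and 5, 2 and 1, and 1 and 6. Phototransduction genes were 3 and 5, 0 and 3, and 1 and 7. Hemocyte markers were 2 and 9, 0 and 6, and 1 and 5. Glial markers were 5 and 3, 2 and 3, and 0 and 4. Fat body markers were 3 and 1, 1 and 1, and 2 and 1. Muscle markers were 5 and 0, 4 and 1, and 2 and 2. Brain and ring gland markers were 2 and 4, 1 and 3, and 0 and 10. Antennal disc and peripodial markers were 3 and 4, 2 and 2, and 1 and 4. Ecdysone response genes were 3 and 6, 0 and 6, and 0 and 4. Innate immunity genes were 3 and 2, 4 and 0, and 0 and 2. A direction test was run only where at least 5 members were listed. Among those run for these lists, the brain and ring gland markers in Prp8F>L passed and the others did not.

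The gene sets rebuilt from the comparison tables at the main thresholds equal those of the deposited Venn diagram, 1 gene (Ilp8) being matched there through its alias dilp8. Alternatives tried were a p under 0.01, an absolute fold change of at least 2, no fold threshold, Spearman's rho, other sets of genes for the correlations, lists without the genes of Fig. 6A, and the 2 additions of Benjamini-Hochberg adjusted genes only and of leaving out genes with a p of 0 and an absolute fold change under 1.1. Columns of the GO table whose values lost their decimal points, and sequence-level data, were not used here.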

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

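All tests in this part, and the heat-shock genes named in it, were chosen only after the results had been seen. The groups of genes were flagged because they differ from Prp8wt in mutants for which the paper does not discuss them. The genes of opposite direction pass the thresholds of Fig. 6, and were flagged because the paper does not discuss their directions. None of the differences between mutants was tested across libraries. The flagged results are 30 photoreceptor genes lower in Prp8F>L, 12 cell cycle genes higher in Prp8S>F, 18 heat-shock genes higher in Prp8F>L, and 8 genes past the thresholds in some mutant that moved in opposite directions in different mutants.

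Photoreceptor and cone cell differentiation genes were lower in every mutant, the asymptomatic Prp8F>L included, and 19 of them were lower in all 3. More dividing and fewer differentiated cells in the discs would raise cell cycle genes. In Prp8S>F 12 of 13 listed cell cycle genes were higher (adjusted p = 0.00533) and in Prp8H>R 9 of 9 (adjusted p = 0.00262), so this explanation stays open for both. In Prp8F>L 1 of 2 was higher, too few to tell. A difference of the shared Prp8wt libraries may add to the decline in all mutants: 24 of 26 members with unequal values fell further in Prp8S>F than in Prp8F>L, but without a spread between libraries this cannot be told apart from it. A decline that follows the toxicity of the variant goes with these 24 of 26 members (two-sided exact sign test across genes, p = 1.05e-05) and with 23 of 24 that fell further in Prp8S>F than in Prp8H>R (p = 2.98e-06, same exact test). Between Prp8H>R and Prp8F>L no order appeared, with 7 of 17 members falling further in Prp8H>R (p = 0.629, same exact test). Listed genes in general changed more in Prp8S>F, with a median fold change of 1.19, compared with 1.13 in each other mutant. No other genes were set beside these members. The sign tests therefore do not tie the further fall in Prp8S>F to photoreceptor genes or to toxicity. In Prp8F>L 17 of 30 listed members were lower past the adjusted p and beyond 1.1-fold. Its adult eyes were undisturbed, but the paper reports that all its mutant variants delayed pupation when expressed in the prothoracic gland. An effect of this variant on the discs is therefore not excluded, and these values cannot decide on toxicity there. Genes are not independent. Toxicity stays open for the further fall in Prp8S>F, and for Prp8H>R and Prp8F>L it is undecided. Less attached brain tissue in the Prp8F>L samples is also open, as 10 of 10 listed brain and ring gland markers were lower there (direction test, adjusted p = 0.0220). Only 2 of the 10, elav and oc, passed the p adjusted over the annotation, and both also belong to the photoreceptor list. They are part of the pattern itself, so the markers are weak evidence for this explanation.

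All 18 listed heat-shock genes were higher in Prp8F>L (direction test, adjusted p = 1.61e-06; 17 higher when adjusted over the list alone), and 6 of them, Hsp26, Hsp27, Hsp67Ba, Hsp67Bc, Hsp70Bbb and DnaJ-1, were lower in Prp8S>F. An offset of the Prp8wt libraries moves a gene the same way in both comparisons. Of the 27 genes of the list, Hsp27 and Hsp67Bc passed the adjusted p in opposite directions with changes beyond 1.1-fold, so 2 genes argue against the shared libraries as their whole source. The other 4 did not meet that bar. A simulation with no effect gave 0 genes of opposite direction. Its shared control makes such genes very rare by construction, so this 0 adds little support. Reads shared between copies of Hsp70 do not account for the rise either, since 12 of the 18 are not copies of Hsp70. Handling of the Prp8F>L discs before lysis stays open: 6 copies of Hsp70 were higher, but by 1.01-fold to 1.14-fold in the authors' deposited table, compared with 1.53-fold for Hsp26 there. Hsp70Bbb, at 1.01 in Prp8F>L and -1.01 in Prp8S>F in the authors' deposited table, belongs to the genes with a p of 0 at a fold change near 1. No value per library separates handling from a response to the variant. The biological explanation was not tested further.

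The 8 genes of opposite direction are Cyp4p1, Cyp4p2, ppk13, CG33509, CR40469, CG16885, Hsp26 and Hsp67Bc. Cyp4p2 had fold changes of 1.52 in Prp8S>F, -3.94 in Prp8H>R and -5.12 in Prp8F>L in the authors' deposited table. A simulation with no effect and shared controls gave 0 genes of opposite direction at the adjusted p. Shared controls make such genes very rare by construction, so this 0 adds little support. Over the whole tables, with no gene chosen for its direction, 7 genes passed the adjusted p in opposite directions with changes beyond 1.1-fold. Cyp4p1, Cyp4p2 and Hsp67Bc, 3 of the 8, are among these 7, which argues against the shared Prp8wt libraries as their whole source. The other genes of the set did not meet that bar in both directions. CR40469 (-4.47 in Prp8S>F, 1.19 in Prp8H>R), ppk13 (-3.2 and 1.21) and CG33509 (-1.87 and 1.13) still moved both ways at a p under 0.05. So did Hsp26 (-1.31 in Prp8S>F, 1.53 in Prp8F>L). An offset of the shared libraries moves a gene the same way, which argues against it as the whole source of the larger change of each. It stays open for their smaller changes and for CG16885. Of the 8 genes, 6 (CG33509, CR40469, Cyp4p1, Cyp4p2, Hsp26 and ppk13) passed the adjusted p and the fold threshold in the asymptomatic Prp8F>L. The set was chosen for changes past the thresholds in opposite directions, and asymptomatic refers to the adult eye. This count therefore decides nothing about a response to toxicity. CR40469, ppk13 and CG33509 fell further in Prp8S>F than in Prp8F>L, while Cyp4p1, Cyp4p2 and Hsp26 moved in opposite directions in these mutants. Hsp67Bc, 1 further gene, passed the adjusted p in opposite directions in Prp8F>L and Prp8S>F, beyond 1.1-fold in both. It was chosen for its opposite direction, so its values do not decide on toxicity either. CG16885, the 1 gene left, fell in Prp8S>F (-2.06) and Prp8H>R (-1.28). Its rise in Prp8F>L was 1.03-fold at a p listed as 0, as for other genes near 1, so its opposite direction is uncertain. A response shared by both toxic variants would move a gene the same way in them. Cyp4p1 (1.7 in Prp8S>F, -1.4 in Prp8H>R) and Cyp4p2, which are neighbours, moved in opposite directions there past the adjusted p. This argues against a shared response as the whole source of their changes. CR40469, ppk13 and CG33509 also moved both ways there, but their rise in Prp8H>R did not pass the adjusted p. A response to toxicity stays open for the genes other than Cyp4p1 and Cyp4p2, and a response to a single variant for all 8. Local sequence differences between the crossed strains are a candidate explanation: 6 of the 8 genes lie within 10 kb of another, compared with a median of 0 in 10000 random sets of genes past the thresholds (permutation test, p = 1.00e-04). Neighbouring genes can also share their regulation, and the test does not separate these.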

How the results depend on the processing

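The direction tests of lists, the Benjamini-Hochberg adjustment over the annotation and the removal of genes with a p of 0 were chosen only after the data were seen. At a p under 0.01, and at the p adjusted over the annotation, the counts of changed genes stayed at 148 in Prp8S>F, 9 in Prp8H>R and 20 in Prp8F>L. At an absolute fold change of at least 2 they were 18 (13 higher, 5 lower), 2 (1 higher, 1 lower) and 6 (2 higher, 4 lower), and with no fold threshold 2437, 1207 and 1634, by the construction of these thresholds. Genes shared in direction were 8 for Prp8S>F and Prp8H>R, 7 for Prp8S>F and Prp8F>L and 2 for Prp8H>R and Prp8F>L; in the same order they were 1, 4 and 1 at a fold change of at least 2, 928, 715 and 492 with no fold threshold, and 233, 184 and 105 at the adjusted p with no fold threshold. The counts at a fold change of at least 2 are out of 2 Prp8H>R and 6 Prp8F>L genes. Pearson's r of Prp8S>F and Prp8H>R moved to 0.84 over all genes in both tables and 0.91 without the 10 genes of the largest change. That of Prp8S>F and Prp8F>L moved to 0.74 without those 10, while its Spearman's rho fell from 0.57 to 0.48. Spearman's rho of Prp8S>F and Prp8H>R was 0.72 with and 0.73 without them. The cause was not tested. With no fold threshold, memberships in the fixed lists came to 272, 170 and 177. Of 21 direction tests under 0.05, 16 stayed under it without the genes of Fig. 6A. The others were glutathione (0.154), antioxidant (0.113) and JNK (0.317) in Prp8S>F, and E(spl), Bearded-family and proneural (0.0796) and synapse (0.561) in Prp8H>R, with fewer genes entered. Over genes past the adjusted p, 13 tests stayed under 0.05, antioxidant in Prp8S>F rose to 0.253, and 7 had too few genes. All 21 stayed under 0.05 without genes at a p of 0 and a fold change under 1.1. No paired analysis was possible because the tables hold no values per library. For the same reason the following were not run: DESeq2, other normalization, filters on low values, other pseudocounts, fits of 2 groups, leave-one-out, calls re-computed beside the authors', a simulation from the libraries, camera with an estimated correlation, and Prp8 per library. An expression filter at the 25th percentile was not run because the tables hold no mean expression, and adjusted against unadjusted p because they hold a single p. Depth, at 36 to 45.5 M uniquely mapped reads, cannot be varied in these tables.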

Differences from the paper's values

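No test in this part was chosen after its result was seen, but the count of pairs by size was added after the values had been seen. The counts of genes past the thresholds match those of the paper. The paper's RT-qPCR values in Fig. 6D come from another assay on independent samples, are means with an SD, and were read by eye; those from the authors' deposited table are log2 of its fold change. For Arc1 (arc1), the paper's log2 change is about 2.9 in Prp8S>F, about 2.4 in Prp8H>R and about 0.7 in Prp8F>L in Fig. 6D, read by eye, and the value from the authors' deposited table is 2.22, 2.04 and 0.34. For Ilp8 (dilp8), the paper's log2 change is about 5.1 in Prp8S>F, about 3.7 in Prp8H>R and about 0.7 in Prp8F>L in Fig. 6D, read by eye, and the value from the authors' deposited table is 1.51, 0.82 and 0.16. For Ets21C (ets21c), the paper's log2 change is about 3.8 in Prp8S>F, about 2.5 in Prp8H>R and about 2.6 in Prp8F>L in Fig. 6D, read by eye, and the value from the authors' deposited table is 1.61, 0.39 and 0.10. For GstE6, the paper's log2 change is about 3.0 in Prp8S>F, about 2.6 in Prp8H>R and about 1.3 in Prp8F>L in Fig. 6D, read by eye, and the value from the authors' deposited table is 1.91, 0.90 and 0.30. For CG42260, the paper's log2 change is about -2.0 in Prp8S>F, about -1.3 in Prp8H>R and about -1.5 in Prp8F>L in Fig. 6D, read by eye, and the value from the authors' deposited table is -1.24, -0.72 and -1.07. All 15 pairs have the same sign, and in all 15 the value from the authors' deposited table is closer to 0. No alternative set before the data were examined applies to a single gene's fold change. The paper relates Prp8H>R to Prp8S>F and describes Prp8F>L as more distant; at the main thresholds Prp8S>F shared 8 of 9 Prp8H>R genes and 7 of 20 Prp8F>L genes, and at a fold change of at least 2, 1 of 2 Prp8H>R genes and 4 of 6 Prp8F>L genes.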

Other observations

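All counts in this part were chosen only after the tables were seen. In the authors' deposited table some genes carry a p of 0 at a fold change near 1. There were 90 such genes with an absolute fold change under 1.1 in Prp8S>F, 38 in Prp8H>R and 75 in Prp8F>L. Every gene listed at an absolute fold change of at most 1.02 (48 in Prp8S>F, 27 in Prp8H>R and 46 in Prp8F>L) had a p of 0.

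In the authors' deposited GO table, 2 terms of downregulated genes (regulation of transcription and axon guidance) are listed at a p of 0. A one-sided Fisher's exact test on their counts gave 2.09e-04 and 6.90e-05, both above 1e-06.

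Among annotated terms with at least 8 listed genes, 225 of 865 direction tests had an adjusted p under 0.05. Genes annotated to translation were 22 higher and 1 lower in Prp8S>F and 15 higher and 1 lower in Prp8F>L. Genes annotated to mitochondrion were 65 higher and 11 lower in Prp8S>F, 29 higher and 8 lower in Prp8H>R, and 23 higher and 9 lower in Prp8F>L. In Prp8F>L, genes annotated to protein folding were 14 higher and 1 lower. The gene mthl8 was 7.98-fold higher in Prp8F>L in the authors' deposited table and was listed in no other comparison.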
